# A lack of commensal microbiota influences the male reproductive tract intergenerationally in mice

**DOI:** 10.1530/REP-24-0204

**Published:** 2025-03-04

**Authors:** Natalie A Trigg, Simon K Zhou, Jordan C Harris, Madeline N Lamonica, Molly A Nelson, Michael A Silverman, Taku Kambayashi, Colin C Conine

**Keywords:** epididymis, microbiome, spermatozoa, testis, non-genetic inheritance, T cells

## Abstract

**In brief:**

Germ-free mice display epididymal transcriptomic changes that were also evident in their conventionalized male offspring and mice lacking T and B cells. This paper demonstrates the role of microbiota and immune cells in the epididymis.

**Abstract:**

The microbiome encompasses the array of microorganisms inhabiting various niches in the body and is necessary for numerous physiological processes, including normal metabolism and a functioning immune system. Not only does the absence of a microbiome in mice impact the exposed animals but also inherited phenotypes in successive generations of progeny, suggesting that the absence of a microbiome impacts the germline and gametes. Indeed, recent research has identified a role of the gut microbiome in contributing to male fertility, in both healthy and disease states. While this link is beginning to be established, the impact of the microbiome on the male reproductive tract remains understudied. Here, we utilized a germ-free mouse model to examine the influence of the absence of microbes on the male reproductive tract. In contrast to mice with an established microbiome, germ-free mice display decreased testicular weight and the prevalence of an epididymitis-like inflammation phenotype. These histopathological changes are accompanied by transcriptomic dysregulation in the reproductive tract of germ-free mice, particularly in the cauda epididymis. Moreover, these transcriptomic changes are transmitted to the next generation with high correlation of gene expression in the cauda epididymis between germ-free mice and their conventionalized (microbiome-restored) male offspring, when compared to control mice. Ultimately, our findings identify the reproductive sequalae of males without a functional microbiome and additionally in their conventionalized offspring, suggesting that the paternal microbiota is an underappreciated contributor to male reproductive function.

## Introduction

The vast and symbiotic collection of bacteria, viruses, fungi and archaea that inhabit different niches in the body, such as the gastrointestinal tract, skin and respiratory tract, are collectively known as the microbiome (Hou *et al.* 2022). Since its discovery, the role of the microbiome in human health and disease has been widely reported. Indeed, the human gut microbiome is readily involved in nutrient extraction, metabolism and immunity. In addition, disruption of the balance of microbes has been associated with numerous chronic diseases including diabetes, cardiovascular disease and gastrointestinal syndromes such as irritable bowel syndrome (Ponnusamy *et al.* 2011, Kostic *et al.* 2015, Tang *et al.* 2017, Hou *et al.* 2022, Vijay & Valdes 2022). Similarly, dysbiosis in the skin can cause acne and atopic dermatitis (Ta *et al.* 2020). These insights into the contribution of the microbiome to health and the mechanisms involved have largely been characterized through the use of axenic or germ-free (GF) mouse models (Kennedy *et al.* 2018). These mice are reared under sterile conditions and therefore, have not been naturally colonized by microorganisms are typically compared to specific pathogen-free (SPF) mice, which possess a normal commensal microbiome but are free of pathogenic strains. The use of these GF mouse models has identified the requirement of the microbiome for the normal function of many systems, including the immune and nervous systems and metabolism (Luczynski *et al.* 2016, Kennedy *et al.* 2018). In line with this, recent research from our laboratory using GF mice showed that microbes influence sebaceous gland function and modify the transcriptional profile of multiple organs, including the liver and small intestine (Harris *et al.* 2024). Surprisingly, these phenotypes were also present in succeeding generations of progeny with a normal functioning microbiome, indicating the transmission of epigenetically inherited phenotypes from a GF parent to offspring. Hence, this finding suggests that the absence of microbiota could influence the reproductive tract of GF mice to alter the epigenetic information in GF gametes and influence the next generation.

There have been several previous studies that report the identification and role of immune cells within the male reproductive tract (Guiton *et al.* 2019, Bhushan *et al.* 2020, Pleuger *et al.* 2022). Indeed, within the reproductive organs, immune cells are crucial to maintaining homeostasis and supporting normal physiological processes. These functions are of particular importance, given that the production of sperm occurs after self-immunity has been established; therefore, the male reproductive tract requires a balance of maintaining an immunotolerant environment to sperm cells, while providing protection from pathogens (Voisin *et al.* 2019). Such importance is evidenced by the finding that 15% of male infertility cases are attributable to immunological disorders (Guiton *et al.* 2019). As it is well-established that the presence and composition of the microbiome influences the function of the immune system and owing to the dynamic relationship between reproduction and somatic health, it is no surprise that the microbiome additionally influences male fertility (Salonia *et al.* 2009, Burke *et al.* 2022). Indeed, studies have uncovered associated changes in sex hormones, sperm production and testicular function correlated with alterations in the gut microbiome in humans (Shin *et al.* 2019), with similar findings also recapitulated in mouse models (Al-Asmakh *et al.* 2014). Furthermore, several disease pathologies that display associated male infertility, such as high-fat diet and type-1 diabetes, equally produce alterations in the microbiome, with paternal exposure also leading to transmitted phenotypes in offspring, including reduced fertility (Bakos *et al.* 2011, Shayeb *et al.* 2011, Muscogiuri *et al.* 2019, Liu *et al.* 2021). While many mechanisms could conceivably lead to the induced infertility, such as metabolic syndrome, sperm DNA damage or altered hormone levels, a recent study has examined the mechanistic link between high-fat diet-induced infertility and gut dysbiosis. Through restoration of the gut microbiome via fecal microbiome transplantation, semen quality in high-fat diet-fed mice was improved. Specifically, fecal microbiome transplantation led to increased sperm concentration and motility and improved pregnancy rates compared to high-fat diet-fed mice that did not receive the transplantation (Hao *et al.* 2022*a*). Likewise, this approach was also sufficient in rescuing sperm parameters in a mouse model of type-1 diabetes (Hao *et al.* 2022*b*). Albeit, whether other disease parameters were also improved following fecal microbiome transplantation was not explored, and therefore, whether the restoration of the gut microbiome or subsequent amended disease state led to improved fertility parameters remains to be determined. Nevertheless, these findings highlight the contribution of the microbiome to reproductive health and may signify a clinical target for male infertility.

The prevalence of male infertility is growing globally. Remarkably, the underlying cause of the vast majority of infertility cases in men remains unknown (Kimmins *et al.* 2024). While assisted reproductive technologies (ART) are available to bypass these issues, the inability to define the underlying cause of male infertility places the burden of this issue on the woman through forced adoption of ART. This in turn also impedes the ability to diagnose comorbidities in the male, which are common with an infertility diagnosis (Shiraishi & Matsuyama 2018, Burke *et al.* 2022). Moreover, mouse models of paternal environmental exposures, such as high-fat diet, result in subfertility in the exposed animals. In addition, these exposed males sire offspring with altered phenotypes, such as metabolic phenotypes, suggesting a phenomenon in which fertility issues in the exposed generation may proceed the transmission of phenotypes to the next generation (Fullston *et al.* 2013, Fullston *et al.* 2015, Rahman *et al.* 2020, Zatecka *et al.* 2021). Supportive evidence of this also occurring in humans highlights the potential health burden that can be placed on the next generation when causes of infertility are overlooked and highlights the importance of addressing infertility, not only to achieve fertilization but also for the long-term health of successive generations of progeny (Sansone *et al.* 2018, Dimofski *et al.* 2021, Jawaid *et al.* 2021, Montagnoli *et al.* 2021). While it is becoming established that disruption in the microbiome influences male fertility parameters, the impact on the male reproductive tract remains largely unknown but represents a potential avenue that contributes to declining fertility and the transmission of non-genetically inherited offspring phenotypes. Hence, here we utilized GF mice to examine how the absence of the microbiome influences the male reproductive tract histology and gene expression and determine the impact of a GF father on the reproductive tract of male offspring.

## Materials and methods

### Ethics

All animal work was regulated according to ethical review by the University of Pennsylvania Institutional Animal Care and Use Committee, IACUC# 804245. All mice were housed in temperature- and humidity-controlled conditions under a 12h light:12h darkness cycle and fed a standard chow diet *ad libitum*.

### Animals and breeding

All SPF mice were derived from C57BL/6 mice purchased from Charles River Laboratories (strain number 556) and used as controls in this study. GF mice were acquired from the University of Pennsylvania Gnotobiotic Core, which houses C57BL/6 colonies in sterile isolators. SPF and GF breeding pairs were established in a conventional mouse facility at the University of Pennsylvania to produce F1 progeny that are assessed in these studies. Recolonized GF mice were obtained from the Silverman Laboratory at the Children's Hospital of Philadelphia (CHOP).

### Reproductive organ assessment and sperm parameters

Adult male mice (8–14 weeks) were euthanized, weighed and dissected for the male reproductive tract. Testes and epididymides were dissected and cleaned of any residual fat and weighed. For histology, the testis and epididymis were immersed in 10% buffered formalin and fixed for 48 h before washing (twice) and storing in 50% ethanol. Fixed tissue was paraffin-embedded using standard procedures and 5 μm sections were cut using a microtome. Hematoxylin and eosin (H&E) staining was performed for histopathology assessment by the University of Pennsylvania, School of Veterinary Medicine Comparative Pathology Core. Tissue sections were visualized and imaged on a Aperio VERSA 200 platform (Leica Microsystems, Germany). The epididymis was further divided into caput (proximal) and cauda (distal) segments and tissue was washed in PBS and snap frozen in liquid nitrogen, ready for RNA extraction.

Sperm was retrieved from the cauda epididymis by immersing the dissected tissue in 1.5 mL Biggers, Whitten and Whittingham (BWW) media (91.5 mM NaCl, 4.6 mM KCl, 1.7 mM CaCl_2_·2H_2_O, 1.2 mM KH_2_PO_4_, 1.2 mM MgSO_4_·7H_2_O, 25 mM NaHCO_3_, 5.6 mM d-glucose, 0.27 mM sodium pyruvate, 44 mM sodium lactate, 5 U/mL penicillin, 5 μg/mL streptomycin, 20 mM HEPES buffer and 1 mg/mL polyvinyl alcohol) and with blunt forceps, gently squeezing luminal contents into the media. Following a swim-out incubation of 10 min at 37 °C, the sperm suspension was transferred to a 1.5 mL tube and allowed to swim up for 5 min at 37 °C. At this time, an aliquot of sperm solution was taken to assess sperm motility and vitality. Both parameters were assessed using phase microscopy and at least 100 cells per sample were recorded. Vitality was evaluated using trypan blue vitality stain, with dye exclusion indicating an intact membrane and hence, vitality.

### Immunofluorescence of epididymal sections

Immunofluorescence staining of epididymal sections was performed at the University of Pennsylvania, School of Veterinary Medicine Comparative Pathology Core, as previously detailed (Radaelli *et al.* 2023). A Leica BOND RXm automated platform combined with the OPAL Automation Multiplex IHC Detection Kit (Akoya Biosciences, USA, NEL830001KT) implemented onto a Leica BOND Research Detection System (DS9455) was used. Briefly, tissue sections were deparaffinized and rehydrated using standard procedures and pretreated with the epitope retrieval BOND ER2 high pH buffer (Leica AR9640) for 20 min at 98 °C. All subsequent incubations were performed at room temperature. Endogenous peroxidase was inactivated with 3% H_2_O_2_ for 10 min and sections were blocked for 30 min with the Akoya Biosciences Opal Antibody Diluent/Block solution (ARD1001EA). Sections were then incubated in primary antibodies against F4/80 (1:500, Cell Signaling Technology, USA, 70076) for 45 min and appropriate secondary antibodies for 25 min. Finally, sections were incubated in the Akoya Biosciences TSA reagents Opal 520 (OP-1001) for 10 min, followed by Spectral DAPI nuclear counterstain (Akoya Biosciences FP1490) and mounted with Fluoromount-G (SouthernBiotech, USA 100-01). Immunofluorescence signal was captured using a Aperio VERSA 200 (Lecia). Negative controls were obtained by replacement of the primary antibodies with irrelevant isotype-matched anti-rabbit antibodies. The ImageJ software (NIH, USA) was used to quantify fluorescent signal and is reported as corrected total cell fluorescence (Ansari *et al.* 2013).

### *In vitro* fertilization (IVF)

Cauda epididymides from SPF and GF male mice were dissected and sperm was retrieved by retrograde perfusion and capacitated for 45 min in BWW media supplemented with 1.0 mg/mL methyl-β-cyclodextrin at 37 °C in an atmosphere of 5% CO_2_ and 5% O_2_. Eggs were retrieved from superovulated (5IU PMSG, followed by 5IU hCG 48 h later) SPF female mice 15 h after hCG injection. Cumulus masses were washed in high-calcium human tubal fluid (HTF) and transferred to a droplet of HTF supplemented with 1.0 mM reduced glutathione ready for IVF, as previously described (Trigg *et al.* 2021). Eggs from SPF female mice were split into two groups, one to be fertilized by SPF sperm and the other, GF sperm. Two × 10^5^ sperm were deposited into the egg containing droplet and allowed to coincubate for 3 h at 37 °C, 5% CO_2_ and 5% O_2_. After coincubation, presumptive zygotes were retrieved and washed in KSOM and cultured for 24 h. Fertilization rate was determined by recording the number of two-cell embryos at 24 h and reporting as a percentage of eggs in the fertilization droplet.

### RNA extraction

Frozen tissue (*n* = 3–6 biological replicate per tissue, with an individual biological replicate consisting of tissue from one animal) was thawed on ice and transferred to screw top tubes with equal volume of 0.1 mm silicone beads. 200 μL Trizol was added and tissue was homogenized at 2,000 rpm for 2 min. Lysed tissue was transferred to a phase lock tube (Quantabio, USA, 2302830) with 0.2 × volume of BCP (1-bromo-2 chloropropane) and centrifuged at 14,000 ***g*** for 4 min at 4 °C. The aqueous layer was transferred to a fresh tube and 20 μg glycoblue (Thermo Fisher, USA; AM9516) and 1.1 × volume of isopropanol was added. RNA was precipitated for at least 1 h at −20 °C before cold 70% ethanol wash and reconstitution in nuclease-free water. Genomic DNA was removed by treatment with DNase I (QIAGEN, 79254) for 15 min at room temperature, as per manufacturer’s instructions. RNA was quantified using the Nanodrop 2000 (ThermoFisher, ND-2000) and aliquoted ready for RNA-sequencing.

### RNA-sequencing

For each sample, 1 μg of RNA was used to generate RNA-seq libraries using the Illumina Stranded mRNA kit. Briefly, oligo(dT) magnetic beads were used to capture messenger RNAs from the testis and epididymal tissue total RNA. The selected RNA was then fragmented and primed for cDNA synthesis, as per the manufacturer’s instructions. A second strand synthesis was performed with dUTP replacing dTTP to achieve strand specificity. An adenine and a thymine nucleotide were added to the 3′ end to allow for ligation. The resulting products were cleaned up using AMPure XP beads (Beckman Coulter, USA, A63881) and amplified and combined at equimolar concentrations before purification using non-denaturing PAGE. Libraries were loaded onto an Illumina NextSeq 1000 and sequenced using paired-end technology (50 bp per read). Data were mapped using RSEM against the *Mus musculus* genome (mm10) and normalized to transcript length and library size (transcript per million, TPM) using the Via Foundry platform (Yukselen *et al.* 2020). To assess the differential abundance of transcripts between SPF and GF tissues, raw count data were imported into the R Statistical software (https://www.r-project.org/) and analyzed using the DESeq2 package (Love *et al.* 2014). Differentially abundant genes were determined as those with a fold-change ≥1.5 and false discovery rate (FDR) adjusted *P*-value (*P*-adj) ≤ 0.05.

### *In silico* analysis

RNA-sequencing datasets were uploaded to the Ingenuity® Pathway Analysis (IPA) software (QIAGEN, Germany) to assess the enrichment of cellular location and molecular function of the list of differentially expressed genes (DEGs) and determine the functional pathways altered in the reproductive tissue of GF mice. To compare DEGs between two groups, Venny 2.0.2 was used (publicly available at http://bioinfogp.cnb.csic.es/tools/venny/index.html). To interrogate our RNA-seq datasets for the presence of immune cell markers, we utilized the publicly available software, ImmunCellAI http://bioinfo.life.hust.edu.cn/web/ImmuCellAI/; (Miao *et al.* 2021).

### Statistical analysis

Data presented in this manuscript are expressed as the mean values ± standard deviation (SD). Statistical analyses were performed using the GraphPad Prism software (https://www.graphpad.com/features; v 10.0.3), using unpaired Student’s *t* test to determine statistical significance. *P*-value <0.05 was considered significant, with the level of significance denoted above the graph by asterisks such that *P* < 0.05 (*), *P* < 0.01 (**), *P* < 0.001 (***) and *P* < 0.0001 (****).

## Results

### The absence of microbes from birth alters adult testis weight and induced cell infiltration in the cauda epididymis

SPF (also referred to as control mice) and GF adult male mice (8–10 weeks old) were euthanized and dissected for the male reproductive tract. The absence of microbiota did not influence mouse weight or the weight of the epididymis (Fig. 1A and B). Of note, however, we did detect a significant decrease in testicular weight in GF males (Fig. 1C). However, this did not translate to a change in daily sperm production in GF mice (Fig. 1D). Subsequent investigation into sperm parameters revealed a significant decrease in total sperm motility (18% reduction) compared to sperm from SPF males (Fig. 1E). The attenuated motility was not accompanied by a reduction in sperm vitality, as the percentage of viable sperm was comparable between SPF and GF males (Fig. 1F). Despite the observed reduced motility of GF sperm, there was no concomitant impact on fertilization rate assessed via IVF. In fact, GF sperm achieved similar fertilization rates to populations of SPF sperm (Fig. 1G).

**Figure 1:**
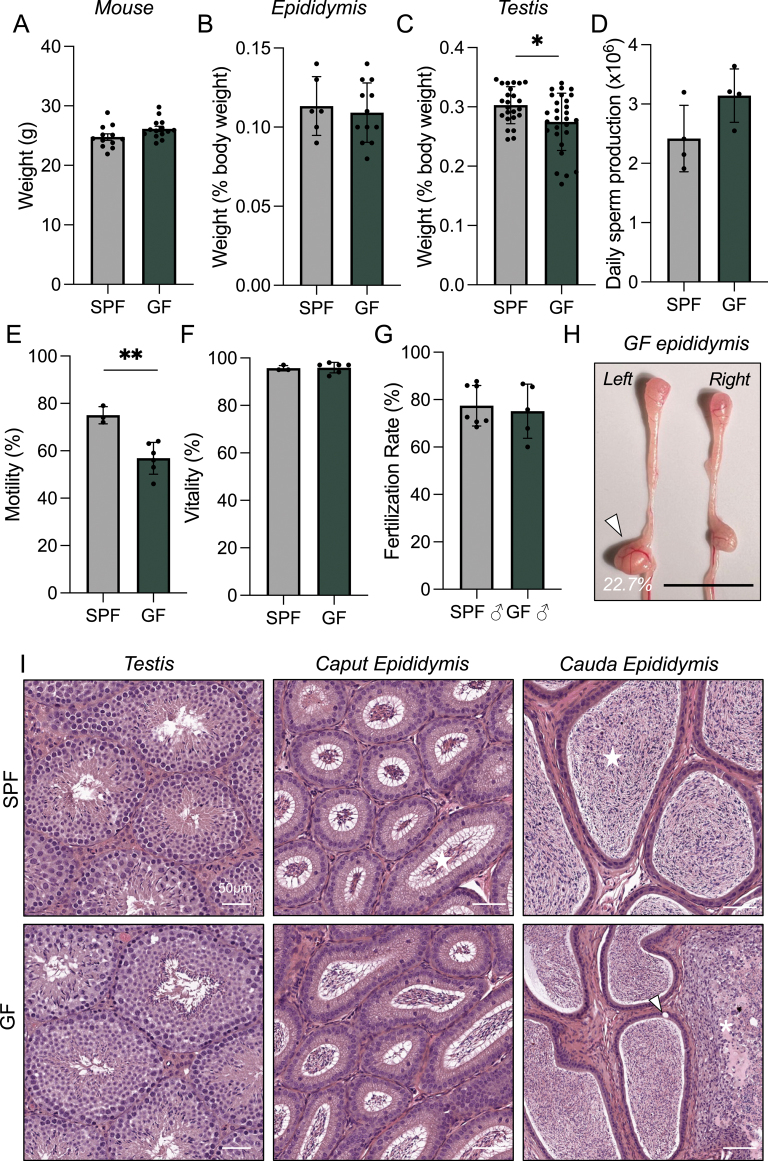
The absence of microbiota impacts the male reproductive tract. (A) SPF and GF adult male mice were euthanized and weighed. The (B) epididymis and (C) testis of each mouse was weighed and is reported as a percentage of mouse body weight. (D) Daily sperm production was calculated on testes collected from SPF and GF mice at 8 weeks of age. Populations of isolated cauda sperm were assessed for (E) motility and (F) vitality using phase microscopy. At least 100 cells were recorded and represented as a percentage. (G) Spermatozoa from SPF or GF males were capacitated and incubated with eggs from SPF females to assess IVF rates. Fertilization rate is presented as a percentage of two-cell embryos over the number of eggs in the fertilization dish. (H) Representative image of epididymides isolated from a GF animal depicting an abnormally large and swollen cauda epididymis (indicated with white arrow). Scale bar = 1 cm. (I) Testis and epididymis histology was assessed in tissue sections stained with hematoxylin and eosin. Scale bar = 50 μm. Sperm build up and cell infiltration in GF cauda epididymis is indicated with an asterisk. White arrow indicates vacuole in epididymal epithelium. All graphical data is plotted as the mean ± SD. Differences between groups were assessed with (A, B, D, E, F, G) unpaired Student’s *t*-test or (C) nonparametric Mann–Whitney test. Asterisks (*) indicates *P* < 0.05 and **P < 0.01.

While we noted no difference in epididymal weight across the 12 males assayed, we did notice a ‘swollen’ phenotype in some of the epididymides of GF mice. Indeed, of all GF mice euthanized, 22.7% of the males (ten of 44 GF males scarified over the period of this study) displayed the observed ‘swollen’ epididymis phenotype (Fig. 1H). Most commonly, this ‘swollen’ pathology was observed in the cauda epididymis but did not always occur in both epididymides from the same mouse and was not seen in any SPF males (Fig. 1H). The detection of this pathology prompted subsequent histological analysis of GF reproductive tissues. For this, we examined four SPF and GF testes and epididymides (Fig. 1I). Examination of GF testis sections revealed no overt morphological abnormalities when compared to SPF testis (Fig. 1I). The epididymis sections from SPF males displayed a normal histological structure, with the caput and cauda epididymal lumen filled with spermatozoa (Figs 1I and 2A; star). Similarly, the caput epididymis of GF males was filled with sperm and displayed a normal histological structure. Conversely, the cauda epididymis of GF males displayed significant cell infiltration, reminiscent of epididymitis (Figs 1I and 2B, (Liu *et al.* 2020)). Vacuoles were noted in the epithelial cell layer of GF cauda epididymis (Figs 1I and 2D, white arrow), indicating the compromise of the epithelial cell barrier. This was further evidenced by the reduction in tubules and the presence of spermatozoa in the interstitium (Fig. 2B and D; asterisks). Moreover, a portion of the intact tubules of GF cauda were devoid of spermatozoa (Fig. 2B). The degree of severity of the tubule breakdown and cell infiltration varied between GF cauda epididymides, with cell infiltration encompassing ∼80% of the cauda in some cases (Fig. 2B) and 50% in others (Fig. S1A (see section on Supplementary materials given at the end of the article)), while some GF cauda epididymides also appeared indistinguishable from SPF cauda (Fig. 2C).

**Figure 2:**
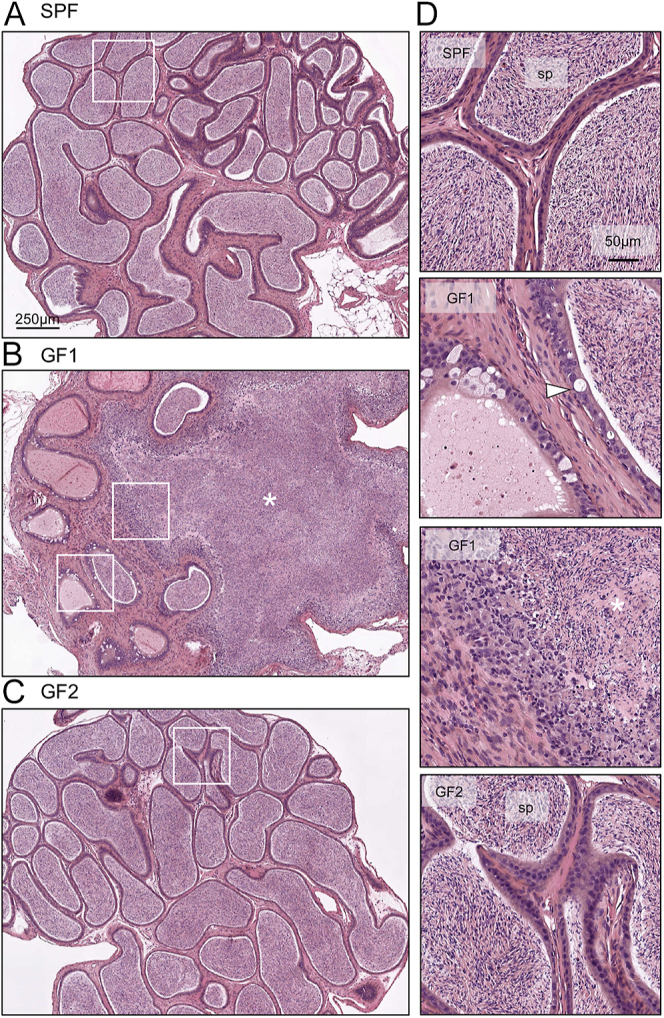
Histological assessment of SPF and GF cauda epididymis. The cauda epididymis from (A) SPF and (B, C) GF male, with (B) swollen phenotype and (C) normal structure. Scale bar = 250 μm and white boxes indicate location of higher magnification images in (D). (D) Higher magnification images of SPF and GF cauda epididymis. Scale bar = 50 μm. White arrow indicates vacuole in epithelium and asterisks indicate sites of cell infiltration in the interstitium. sp = spermatozoa.

### GF fathers sire male offspring with altered reproductive tracts

We previously showed that GF mice bred with SPF mice transmit multiple phenotypes from the GF parents to offspring, including a sebum secretion defect and transcriptomic changes in the liver and sebaceous glands (Harris *et al.* 2024). Thus, we next sought to determine whether offspring of a GF father mated with a SPF mother displayed any reproductive phenotypes. For this, GF mice were delivered to our conventional animal facility and mated with SPF females to generate offspring. Their progeny was then compared to age-matched offspring derived from SPF parents. It should be noted that as the breeding occurred in a conventional animal facility, any differences seen in F1 offspring is a direct result of having a GF father, as the offspring are exposed to microbes, as an SPF animal would from birth, and display similar skin and gut microbiota to control animals (Harris *et al.* 2024). At adulthood (>8 weeks of age), F1 male offspring were euthanized and dissected for the male reproductive tract. There was a significant increase in body weight of GF × SPF F1 males compared to SPF × SPF controls (Fig. 3A). Epididymal weight was consistent across both groups examined, while testicular weight was significantly increased in GF × SPF offspring (Fig. 3B and C). Interestingly, the 10% increase in testicular weight of GF × SPF F1 mice is in stark contrast to the testicular phenotype (decreased mass) in F0 GF males (Fig. 1C). Sperm parameter assessment revealed no significant difference in motility or vitality between SPF offspring or male offspring derived from GF fathers (Fig. 3D and E). In contrast to F0 GF males, we did not observe the ‘swollen’ epididymis phenotype in F1 offspring while dissecting. Nevertheless, we performed histological analysis on these mice, which revealed no gross abnormalities in the testis or epididymis sections from GF × SPF F1 males. However, there was evidence of potential cell infiltration in the interstitium (Fig. 3G and H, white arrow) not seen in SPF males or their progeny.

**Figure 3:**
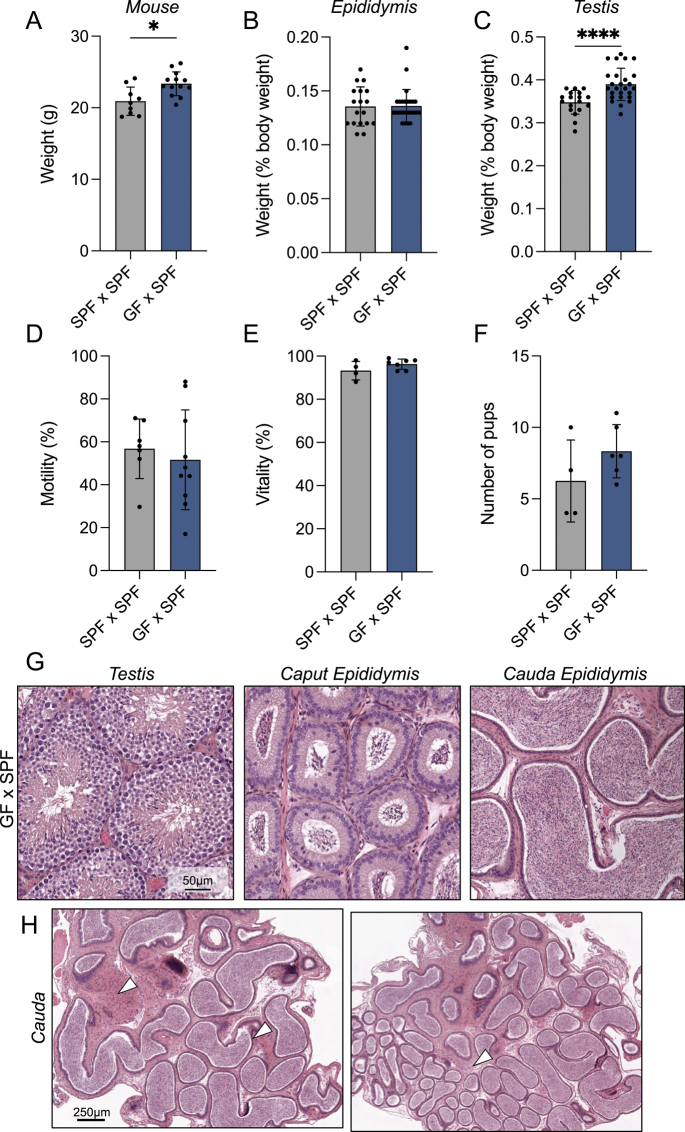
F1 offspring of GF fathers exhibited increased testicular weight and epididymal cell infiltration. (A) Mouse weight, (B) epididymal weight and (C) testis weight of F1 male offspring of SPF × SPF and GF × SPF breeding pairs. Organ weights are depicted as a percentage of mouse body weight. Cauda spermatozoa from male offspring were isolated and (D) sperm motility and (E) vitality was recorded. These measurements were determined by recording at least 100 cells for each sample using phase microscopy. (F) The number of pups born for each litter was recorded and presented for each breeding pair. For A, B, C, D, E, F, each dot indicates a measurement from a single mouse, testis or epididymis. (G) Histological sections of testis and epididymis from GF × SPF male offspring. Scale bar = 50 μm. (H) Histological images of entire cauda epididymis from two GF × SPF male offspring. Scale bar = 250 μm. White arrow indicates potential cell infiltration in interstitium. Graphical data is represented as the mean ± SD. Differences between groups was assessed with one-way ANOVA with Tukey’s multiple comparison test. * indicates *P* < 0.05 and ****P < 0.0001.

### Transcriptomic changes in the testis and epididymis of GF mice

Next, we sought to examine the transcriptomic signature underlying the reproductive phenotype of F0 GF mice and determine the legacy of this alteration in the next generation. Hence, we collected testis, proximal (caput) and distal (cauda) epididymal tissue, isolated total RNA and cloned mRNA-seq libraries (Fig. S2A, Table S1). 

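The libraries compared first came from adult males of 8 to 14 weeks. There were 3 SPF and 4 GF testes, 4 SPF and 6 GF caput epididymides, and 4 SPF and 6 GF cauda epididymides, each replicate being 1 animal. From 1 μg of total RNA the authors selected polyadenylated RNA with oligo-dT, made stranded libraries and sequenced paired ends of 50 bp. They aligned the reads to the mouse genome mm10 and deposited TPM, which are transcript abundances scaled to the same total, for 23845 genes, the values used here. A gene entered a comparison when its mean over the 2 groups was at least 1 TPM, which kept 14177 genes in testis, 11790 in caput and 12493 in cauda. Groups were compared on log2(TPM + 1) with limma, and a gene counted as changed at an adjusted p of at most 0.05 and a change of at least 1.5-fold in either direction. The authors worked from raw counts with DESeq2, and TPM carry neither the counts nor the sequencing depth. SPF testes held between 17850 and 18062 genes above 0 TPM and GF testes between 16026 and 18167.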

Notably, we recorded consistent results across biological replicates for each tissue type we analyzed as reported by the principal component analysis and Pearson correlation analysis (Fig. S2B and C). 

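Testis, caput and cauda were told apart by their own transcripts in every library. On the first principal component, with 75.4% of the variance, testes lay between -260.3 and -237.0 and both epididymal regions above 61.2. The second component, with 16.1%, placed the caput between -80.8 and -65.9 and the cauda between 51.9 and 87.6. Within SPF tissues the Pearson correlation of log2(TPM + 1) between replicates ran from 0.992 in testis to a lowest value of 0.960 in cauda. The lowest correlation between a pair of GF testes was 0.981, and it was 0.981 between a pair of GF caput libraries. Among the SPF cauda libraries the transcripts of spermatids and sperm varied widely, with a mean log2(TPM + 1) of 4.77 in replicate 2 and 1.20 in replicate 4. These correlations rest on genes whose mean over all libraries was at least 1 TPM, 14935 in all.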

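GF cauda replicate 4 was the library least like the other GF cauda libraries. Its mean Pearson correlation with them was 0.932, where the other 5 had between 0.957 and 0.975, and its lowest was 0.900, with replicate 5. With it left out, GF cauda libraries correlated with each other at 0.969 to 0.989. By Dixon's test for a single outlier its mean correlation did not pass (q = 0.583). The means of the other 5 each include their correlation with replicate 4, which pulls them towards its value. The test therefore cannot decide whether replicate 4 is an outlier.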

One biological replicate of GF cauda epididymis was identified as an outlier compared to other GF cauda samples (Fig. S2C). This replicate was a ‘swollen’ cauda epididymis and due to the large amount of cell infiltration in these epididymides (Fig. 2B), we removed this sample from our analysis and only referred to it as a separate entity. 

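The swollen cauda, GF4, held more RNA of phagocytes than any of the 5 other GF cauda libraries. All 17 macrophage markers, all 22 phagocyte receptors and all 7 genes of antigen presentation stood above their highest value in those libraries. For the macrophage markers the median excess over the GF mean was 2.85 in log2 units. Of 5 neutrophil genes 4 were above every other GF cauda, with a median excess of 2.84. Of 22 spermatid and sperm transcripts only 2 were above the GF mean. Among single genes, Spp1, which encodes osteopontin of activated macrophages, was at 2672 TPM in GF4 and 204 ± 256 TPM (SD, n = 5) in the others. Defb39, a beta-defensin of the epididymal epithelium, was at 39.0 TPM against 232 ± 70.4 TPM (SD, n = 5). By Dixon's test GF4 did not pass as an outlier for the macrophage score (q = 0.428) or the phagocyte receptor score (q = 0.398), and did for the score of alternatively activated macrophages (q = 0.731). GF4 is left out of all comparisons unless it is named.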

In assessing the DEGs between SPF and GF reproductive tissues, it was determined that the cauda epididymis displayed the greatest number of altered genes in GF mice compared to SPF mice (Fig. 4A and B). 

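Between GF and SPF mice, 6 genes passed the limma test in testis (14177 tested), 41 in caput (11790 tested) and 18 in cauda (12493 tested). The order of caput and cauda depends on the setting. All groups of the tissue in 1 fit gave 62 in caput and 385 in cauda. Libraries weighted by their own spread (array weights) gave 107 and 292, and libraries of the same number treated as paired 57 and 265. A pseudocount of 0.1 gave 25 and 12. Before adjustment, 1917 genes in testis, 1984 in caput and 1966 in cauda had an unadjusted p < 0.05. Groups that do not overlap were seen for 13.6% of genes in testis, 4.97% in caput and 7.56% in cauda, where chance gives 5.71%, 0.952% and 1.59%. A fold of at least 1.5, without regard to p, was reached by 209 genes in caput and 1117 in cauda. Whether the GF effect differs between the regions was tested as an interaction, which 11 of 12481 genes passed, with 1434 at an unadjusted p < 0.05. With a pseudocount of 0.1 only 1 gene passed, without the filter on mean TPM 6, and at a mean of 5 TPM 7. With libraries of the same number treated as paired 1 passed. With caput and cauda libraries of the same group and number taken as 1 animal, chosen after the data were seen, 2 passed. The fit takes caput and cauda libraries as independent, as the sources used here do not give which came from the same animal. Chga, for chromogranin A of neuroendocrine cells, differed by -2.35 between cauda and caput (adjusted p = 0.00258). Slc6a13, for a transporter of GABA and taurine, differed by -1.36 (adjusted p = 0.0386). Galnt14, for an enzyme that starts O-glycans, differed by 1.23 (adjusted p = 0.0445). Chga lay below 1 TPM in every caput library, and Slc6a13 and Galnt14 averaged too little in cauda to be tested there, so whether they changed in the other region is open. Erdr1 was higher in both regions and its difference of 0.84 did not pass (adjusted p = 0.226). Of 100 splits of the same libraries, 2 gave at least 11 such genes and 1 of them 257, so the samples hold structure beyond the group.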

Testis tissue from GF mice expressed 22 genes with altered levels compared to SPF testis, most of which were upregulated (16 genes), while the remaining six genes were downregulated (Fig. S2D). 

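In testis 3 genes rose and 3 fell in GF mice, of 14177 tested with limma. The largest rise was that of 1700112E06Rik (Lrmda), a leucine-rich repeat gene named for melanocyte differentiation (chromosome 14, 22019504 to 23056093), from 0.170 ± 0.294 TPM (SD, n = 3) in SPF to 9.49 ± 1.66 TPM (SD, n = 4) in GF, a log2 fold change of 3.18 (standard error 0.18, adjusted p = 0.00173). Gm13308, a predicted gene of a duplicated stretch of chromosome 4, rose (log2 fold change 0.90, standard error 0.08, adjusted p = 0.0154), and Entpd4, a nucleotidase of the Golgi (log2 fold change 0.87, standard error 0.09, adjusted p = 0.0392). The genes that fell were 4930553C11Rik, an uncharacterised transcript of chromosome 11 (log2 fold change -3.50, standard error 0.29, adjusted p = 0.0154), Ublcp1, a phosphatase of the nuclear proteasome (log2 fold change -0.78, standard error 0.08, adjusted p = 0.0392), and Pitpna, a phosphatidylinositol transfer protein (log2 fold change -0.74, standard error 0.08, adjusted p = 0.0392). Transcripts of spermatids and sperm were near even: none of 24 passed, 0 when adjusted over the list alone, and their median was 0.08. As a list they stood above other genes in limma's camera test (adjusted p = 3.25e-07, and adjusted p = 0.508 with an estimated correlation). All 15 markers of Sertoli cells, which nurse germ cells, had a negative sign with a median of -0.20 (adjusted p = 0.0152, and adjusted p = 0.858 with an estimated correlation), none of them passing alone and 0 when adjusted over the list alone. Before adjustment 241 genes were higher and 1676 lower at an unadjusted p < 0.05. Leaving out 1 library left between 1 and 3 genes higher and 0 to 2 lower. Only the call of 1700112E06Rik stood without any 1 library (highest adjusted p = 0.0230, without SPF replicate 1). With a pseudocount of 0.1 no gene was called, 1700112E06Rik included. Entpd4, Pitpna and Ublcp1 lost their calls without each of the 7 libraries.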

In the caput epididymis, 43 genes were downregulated and 49 genes were upregulated in GF compared to SPF (Fig. S2E). 

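In the GF caput, Crisp1, Kiss1 and 3 homeobox genes were among those that fell, and Hba-a2 was among those that rose. Crisp1, which encodes a sperm-coating secretory protein of the epididymis, fell from 68.0 ± 16.0 TPM (SD, n = 4) in SPF to 13.0 ± 6.46 TPM (SD, n = 6) in GF, a log2 fold change of -2.42 (standard error 0.36, adjusted p = 0.0180). Kiss1, which encodes the peptide kisspeptin, fell from 332 ± 37.2 to 66.8 ± 39.8 TPM (log2 fold change -2.49, standard error 0.36, adjusted p = 0.0155). Hoxa9, Hoxa10 and Hoxa11, homeobox genes that pattern the male tract and lie side by side on chromosome 6, fell at log2 fold changes of -0.96 (adjusted p = 0.0389), -1.20 (adjusted p = 0.0326) and -0.96 (adjusted p = 0.0149). Galnt14, which starts O-glycans, fell (log2 fold change -1.68, standard error 0.17, adjusted p = 0.00269). Eln, for elastin of the extracellular matrix, fell at -0.72 (adjusted p = 0.0318). Among the genes that rose, Slc6a13 takes up GABA and taurine (log2 fold change 1.52, standard error 0.16, adjusted p = 0.00318). Pla2g5 encodes a secreted phospholipase A2 (log2 fold change 1.57, standard error 0.21, adjusted p = 0.0139) and Hvcn1 a proton channel of phagocytes and sperm (log2 fold change 1.26, standard error 0.18, adjusted p = 0.0155). Hba-a2, for alpha-globin of red cells, rose from 123 ± 29.3 to 322 ± 76.9 TPM (log2 fold change 1.39, standard error 0.19, adjusted p = 0.0139). Hbb-bs, for beta-globin, did not pass (adjusted p = 0.0673). Hba-a2 was 1 of 4 erythroid genes tested, 4 of which passed when adjusted over the list alone, with a median of 1.27 (camera adjusted p = 6.00e-06, and adjusted p = 0.0509 with an estimated correlation). In all, limma called 20 genes higher and 21 lower of 11790, and before adjustment 738 were higher and 1246 lower at an unadjusted p < 0.05. Without SPF replicate 4 the counts were 5 and 3, and the calls of Pla2g5, Hba-a2, Hvcn1 and Hoxa11 were lost (adjusted p = 0.0518, 0.0518, 0.0575 and 0.0518). Crisp1 and Kiss1 were lost without SPF replicate 1 (adjusted p = 0.0692 and 0.0619), and Hoxa9, Hoxa10 and Eln without SPF replicate 2 (0.109, 0.0960 and 0.0960). Without GF replicate 6 there were 33 higher genes and without GF replicate 5 there were 41 lower ones.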

Comparatively, the cauda epididymis displayed the greatest changes in the transcriptome, with 117 genes downregulated and 290 upregulated when GF cauda was compared to SPF (Fig. 4C). 

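In the GF cauda, some transcripts of spermatids were among the genes that rose, and 3 genes fell. Phospho1, which encodes a phosphatase of phosphocholine, rose from 4.14 ± 2.25 TPM (SD, n = 4) in SPF to 27.3 ± 6.40 TPM (SD, n = 5) in GF, a log2 fold change of 2.53 (standard error 0.29, adjusted p = 0.0136). Klhl10, a ubiquitin ligase adaptor of spermatids, rose (log2 fold change 2.18, standard error 0.30, adjusted p = 0.0226), Tssk6, a sperm kinase (log2 fold change 2.14, standard error 0.32, adjusted p = 0.0348), and Fank1, which is made in late spermatids (log2 fold change 1.90, standard error 0.24, adjusted p = 0.0159). Of 22 tested transcripts of spermatids and sperm 3 were higher, 17 when adjusted over the list alone, and all 22 were positive with a median of 2.13 (camera adjusted p = 6.00e-13, and adjusted p = 0.371 with an estimated correlation). Cebpa, a transcription factor of epithelium and myeloid cells, rose from 12.5 ± 1.94 to 35.7 ± 10.1 TPM (log2 fold change 1.41, standard error 0.21, adjusted p = 0.0348). The 3 genes that fell were Chga of neuroendocrine cells (log2 fold change -2.48, standard error 0.29, adjusted p = 0.0136), Defb39, a beta-defensin of the epithelium (log2 fold change -1.80, standard error 0.22, adjusted p = 0.0136), and Cd59a, which shields cells from complement (log2 fold change -1.52, standard error 0.19, adjusted p = 0.0143). Cd59a stood at 32.3 ± 6.70 TPM in SPF and 10.6 ± 2.59 TPM in GF cauda. Transcripts of activated macrophages ranged widely in GF: Spp1 (osteopontin) from 0 to 650.5 TPM and Mmp12 (macrophage elastase) from 0 to 80.4 TPM, with an adjusted p of 0.166 for each. limma called 15 genes higher and 3 lower of 12493, with 1642 higher and 324 lower at an unadjusted p < 0.05. The number rests on single libraries: 2 genes were higher without SPF replicate 3, but 274 without GF replicate 5 and 81 without SPF replicate 2. Without GF replicate 5 there were 30 lower genes and without SPF replicate 2 there were 32. Defb39, Chga, Phospho1 and Cd59a lost their calls without SPF replicate 3 (adjusted p = 0.0693, 0.0637, 0.0637 and 0.0693), and Cebpa, Klhl10, Tssk6 and Fank1 without SPF replicate 1 (0.133, 0.101, 0.133 and 0.0709). Of 100 splits of these libraries, the one that put GF replicate 5 with the SPF libraries called 318 genes.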

Genes of interest included *Erdr1*, which along with *Entpd4*, was increased in expression in all GF tissues analyzed (Fig. 4A).

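Erdr1, a gene named for erythroid differentiation at the tip of the X chromosome (chromosome X, 170010526 to 170018797), was close to 0 in SPF and high in the GF epididymis. In caput it stood at 0.0325 ± 0.0650 TPM (SD, n = 4) in SPF and 61.7 ± 14.7 TPM (SD, n = 6) in GF, a log2 fold change of 5.89 (standard error 0.17, adjusted p = 1.07e-08) from limma. In cauda it stood at 0.0300 ± 0.0600 TPM (SD, n = 4) and 112 ± 35.3 TPM (SD, n = 5), a log2 fold change of 6.73 (standard error 0.21, adjusted p = 2.42e-07). In GF testis its values ran from 0.630 to 12.2 TPM (n = 4) while all 3 SPF testes had 0, and the test was not passed (adjusted p = 0.334). Entpd4, which encodes a nucleotidase of the Golgi and lysosomes (chromosome 14, 69337151 to 69366742), rose in all 3 tissues. Its means in testis were 155 ± 10.5 TPM (SD, n = 4) in GF and 84.6 ± 5.86 TPM (SD, n = 3) in SPF. In caput they were 372 ± 32.6 against 102 ± 2.37 TPM, a log2 fold change of 1.85 (standard error 0.08, adjusted p = 4.37e-07), and in cauda 304 ± 30.3 against 138 ± 18.8 TPM, a log2 fold change of 1.15 (standard error 0.14, adjusted p = 0.0136). Both calls in caput and that of Erdr1 in cauda stood without any 1 library. Entpd4 in cauda did not, with an adjusted p of 0.0639 without GF replicate 1. Erdr1 has further copies in the pseudoautosomal region and Entpd4 a near-identical copy that the table does not list, so reads may be shared among copies.

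**Figure D1:**
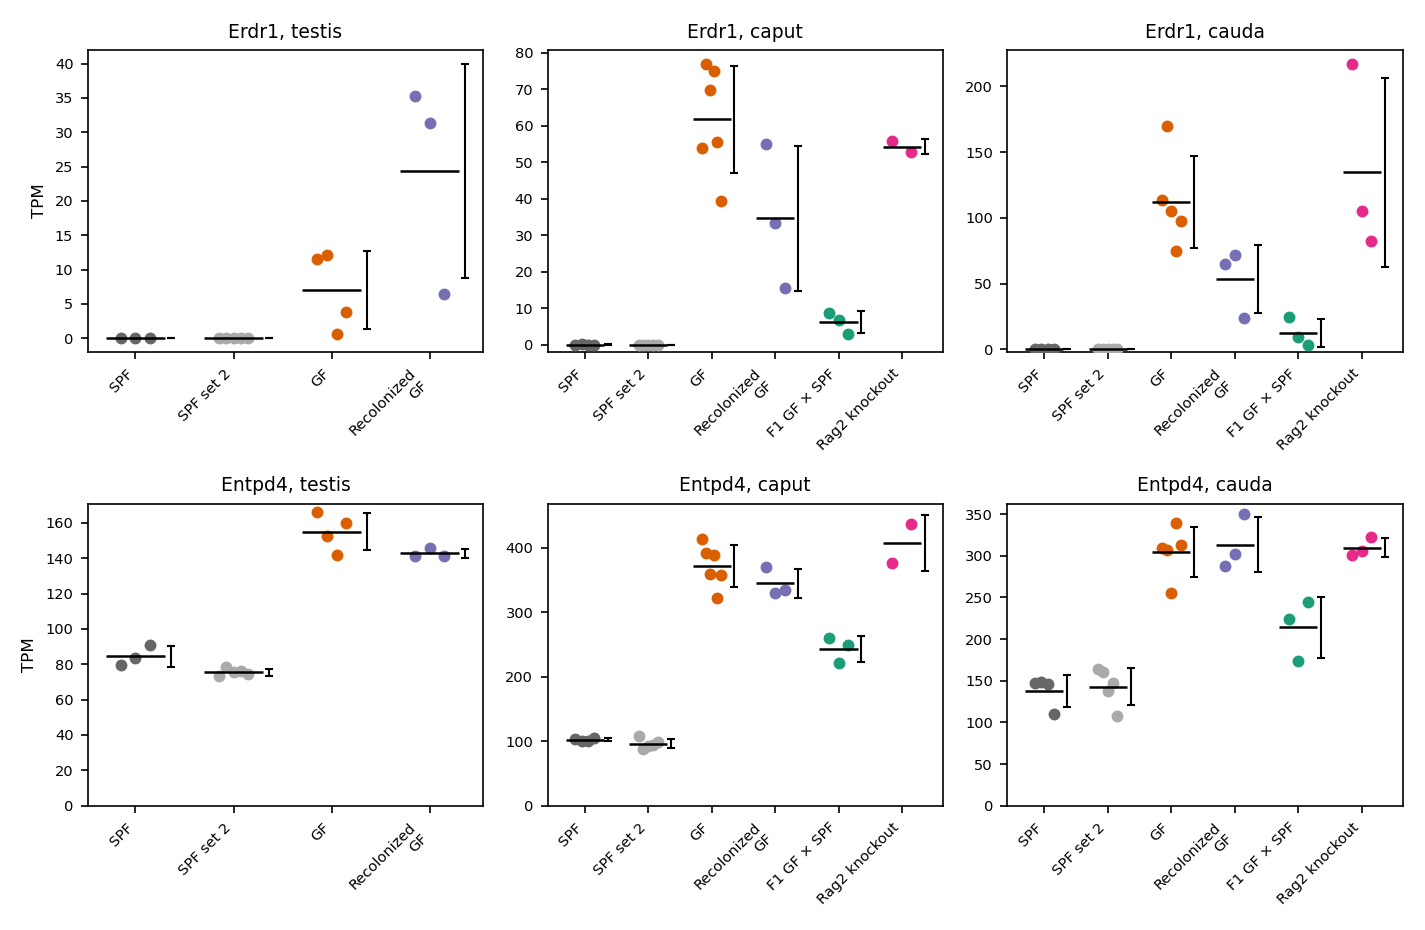
Erdr1 (top) and Entpd4 (bottom) in TPM (y) by group (x) in testis, caput and cauda; points are libraries, lines means and bars SD, with GF4 left out of cauda. Erdr1 is near 0 in every SPF library of the first set, and Entpd4 in caput averages 372 TPM in GF against 102 TPM in SPF.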

**Figure 4:**
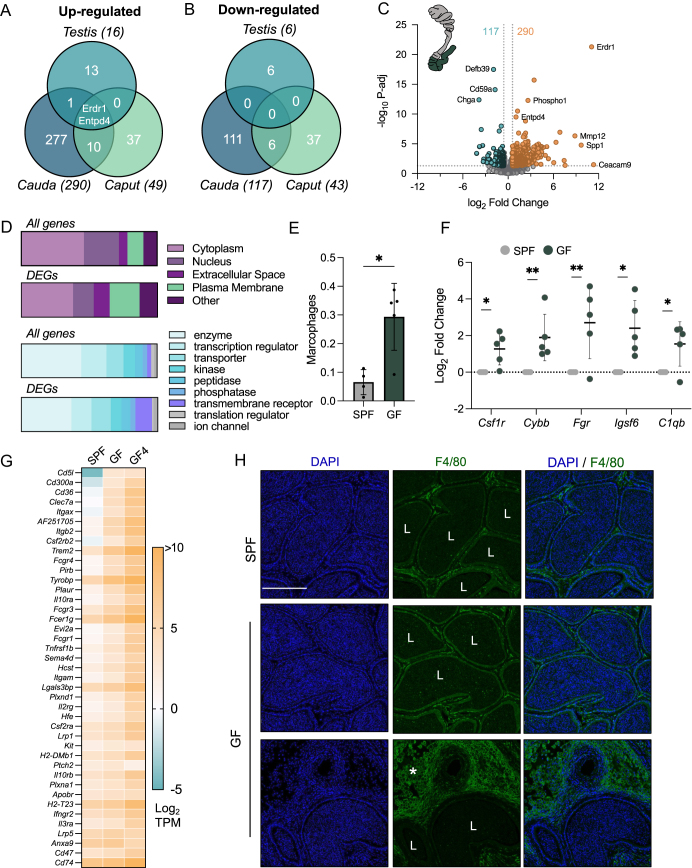
Significant transcriptomic changes occur in the GF cauda associated with immune cells. (A, B) Venn diagrams depict the overlap of DEGs that are (A) upregulated and (B) downregulated in GF reproductive tissues compared to SPF mice. (C) Volcano plot illustrating the log_2_ fold change (*x*-axis) and log_10_ adjusted *P*-value (P-adj; *y*-axis) of genes detected in the GF cauda compared to the SPF cauda. Dots highlighted orange and green indicate those genes that satisfy the criteria of fold change >±1.5 and *P*-adj ≤0.05 and therefore identified as significantly altered. (D) Bar plot indicating the distribution of gene location (top) and type (bottom) in all genes and DEGs in the GF cauda epididymis as determined by Ingenuity Pathway Analysis. (E, F) Expression data were input into the ImmunCellAI to infer the differences in immune cell populations between SPF and GF tissue based on gene expression of cell markers. (E) Abundance score for macrophages in SPF and GF cauda tissue and (F) Log_2_ fold change of five macrophage cell markers in the GF cauda epididymis when compared to SPF as measured by RNA-seq. (G) Heatmap depicting the log_2_ average TPM of SPF and GF cauda and log_2_ TPM for replicate 4 of the GF cauda (GF4) from RNA-seq for 41 genes increased in the GF cauda epididymis and classified as transmembrane receptor. (H) Immunofluorescence staining of cauda epididymis with antibodies against the macrophage marker F4/80 (green) and co-stained with DAPI (blue) from SPF and GF mice. Scale bar = 200 μm. L – lumen and asterisks indicate infiltration of macrophages in the interstitium.

Using the Ingenuity Pathway Analysis (IPA) software, we interrogated the genes significantly altered in the GF cauda epididymis and revealed an enrichment in genes located in the plasma membrane and classified as ‘transmembrane receptors’ (Fig. 4D, Table S2). Indeed, 43 genes were sorted into this category and of note, 41 of them were significantly increased in expression in the GF cauda compared to the SPF cauda (Fig. 4G). 

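Receptors and adaptors by which phagocytes sense ligands had a positive sign in the GF cauda, and none passed the test alone. All 22 tested members of a list of phagocyte receptors were positive, with a median log2 fold change of 1.76. Among all genes limma called 0 of them, with 18 called when adjusted over the list alone. In camera the list differed from other genes at an adjusted p of 1.22e-09, and at adjusted p = 0.371 with an estimated correlation. As a score, the mean log2(TPM + 1), they ranged from 3.41 to 4.79 in the other GF cauda libraries, while GF replicate 5 at 1.74 lay within the SPF range of 1.69 to 2.25. The same receptors gave a median of 0.27 in the GF caput, 14 of 16 positive (adjusted p = 3.10e-05, and adjusted p = 0.105 with an estimated correlation), with 0 called, also when adjusted over the list alone. The list holds genes that figures of the paper had shown as changed, so it is not independent evidence. A second list, of 16 genes of lipid-laden macrophages, was positive throughout with a median of 2.15, 0 called and 14 when adjusted over the list alone (adjusted p = 1.22e-09, and adjusted p = 0.371 with an estimated correlation).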

Interestingly, the expression of several of these genes in the excluded (swollen) GF cauda sample (GF4) was even greater than the GF cauda average, suggesting the likely presence of these genes in the infiltrated cells. Some of these genes are immune-related, including *Cd74*, *Itgam* and *Tyrobp* (Leng *et al.* 2003, Liang *et al.* 2021). Accordingly, assessment of the list of DEGs in the GF cauda epididymis identified enriched disease functions of inflammatory response and immunological diseases (Fig. S4A), immune activation pathways, such as neutrophil degranulation and cytokine signaling, and inhibition of cell cycle checkpoints and DNA replication (Fig. S2F, Table S3). 

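The receptor transcripts were several-fold more abundant in GF4 than in the other GF cauda libraries. Fcer1g, the shared gamma chain of Fc receptors, stood at 1406 TPM in GF4 and at a mean of 188 TPM in the other 5. Itgb2, the beta chain of leukocyte integrins, stood at 278 TPM and 27.6 TPM. Each of the 22 receptors was above its highest value in the other GF libraries, with a median excess over their mean of 3.33 in log2 units. Genes of the lysosome, by which phagocytes digest what they take up, were higher in GF4 for 19 of 20, with a median excess of 2.28. From such values the paper proposes that these genes are present in the infiltrated cells.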

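Cd74 encodes the invariant chain of MHC class II and a receptor for MIF, Itgam the CD11b integrin of myeloid cells, and Tyrobp the adaptor DAP12 of myeloid receptors. Tyrobp stood at 38.5 ± 15.4 TPM (SD, n = 4) in SPF and 309.6 ± 245 TPM (SD, n = 5) in GF cauda, a log2 fold change of 2.55 (standard error 0.69, adjusted p = 0.169). Itgam stood at 2.35 ± 0.980 and 6.89 ± 3.14 TPM, with 1.19 (standard error 0.34, adjusted p = 0.175), and Cd74 at 192 ± 55.1 and 313 ± 123 TPM, with 0.67 (standard error 0.29, adjusted p = 0.307). None of the 3 passed the limma test. Tyrobp ranged from 44.3 to 589 TPM over the 5 GF libraries, and in GF4 it reached 2160.5 TPM, Itgam 68.3 TPM and Cd74 1102 TPM. Without GF replicate 5, Tyrobp and Itgam passed (adjusted p = 0.0146 and 0.0377).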

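Genes of inflammation did not move as one block in the GF cauda. S100a8, 1 of the 2 subunits of calprotectin in neutrophils, stood at 559 ± 556 TPM (SD, n = 4) in SPF and 49.3 ± 22.2 TPM (SD, n = 5) in GF, a log2 fold change of -3.08 (standard error 0.60, adjusted p = 0.0954) that limma did not call (adjusted p = 0.0305 without GF replicate 5 and 0.0170 without SPF replicate 2). Of 5 neutrophil genes tested 4 had a negative sign, with a median of -0.46 (camera adjusted p = 0.00536, and adjusted p = 0.371 with an estimated correlation), none called and 2 lower when adjusted over the list alone. Cytokine genes gave no call, 0 of 17, with 12 positive and a median of 0.32 (camera adjusted p = 0.638). Genes of the lysosome, whose enzymes phagocytes use, were positive for 19 of 20, with a median of 0.75, 0 called and 11 when adjusted over the list alone (adjusted p = 2.67e-06, and adjusted p = 0.371 with an estimated correlation). Genes of dividing cells leaned lower: 19 of 21 DNA replication genes had a negative sign, with a median of -0.32 (adjusted p = 9.06e-07, and adjusted p = 0.371 with an estimated correlation). Of 15 genes of mitosis and its checkpoints 14 had a negative sign, with a median of -0.53 (adjusted p = 2.37e-06, and adjusted p = 0.371 with an estimated correlation). Neither list held a called gene, 0 in each when adjusted over the list alone.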

The identification of these immune-related pathways and increased receptor expression prompted examination of known immune cell markers in GF tissue. For this, we entered our expression data into an online tool, ImmunCellAI, which generates an abundance score for 24 different immune cell populations in the input data based on the expression level of multiple cell markers (Miao *et al.* 2021). This analysis revealed a predicted increased abundance of macrophages in the GF cauda compared to the SPF cauda (Fig. 4E and S4B). 

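A macrophage score, the mean log2(TPM + 1) of 17 markers of these resident phagocytes, was higher in the GF cauda than in the SPF cauda. It averaged 4.31 ± 0.90 (SD, n = 5) in GF and 3.07 ± 0.27 (SD, n = 4) in SPF, a difference of 1.23 (exact two-sided permutation test, p = 0.0476, smallest p allowed 0.00794). After adjustment over all 32 scores tested, p was 0.166. GF replicates 1 and 6 scored 4.97 and 5.26, and GF replicate 5 scored 2.97, within the SPF range of 2.71 to 3.35. In GF4 the score was 6.98. In camera the 17 markers differed from other genes at an adjusted p of 2.67e-06, and at adjusted p = 0.371 with an estimated correlation, with 0 called, 11 when adjusted over the list alone, and all 17 positive at a median of 1.22. In the GF caput the score differed by 0.17 (exact permutation p = 0.0286, smallest p allowed 0.00476, and 0.131 after adjustment). Leaving out 1 library moved the cauda difference between 0.995 (without GF replicate 6) and 1.57 (without GF replicate 5). The markers were listed from general knowledge and the authors' ImmuCellAI scores were not computed here.

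**Figure D2:**
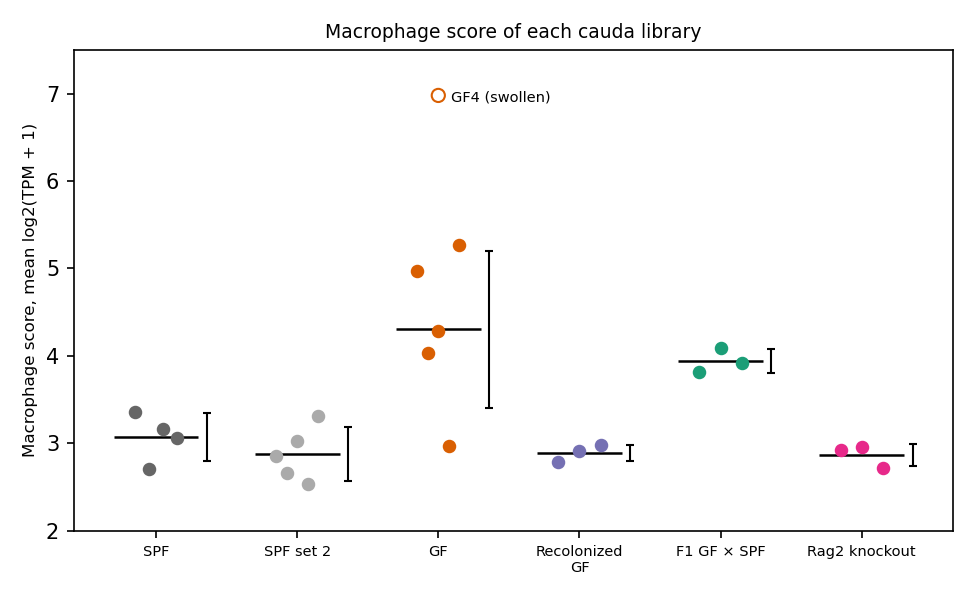
Macrophage score, mean log2(TPM + 1) of 17 markers (y), of each cauda library by group (x); points are libraries, lines means and bars SD, and the open circle is GF4. GF averages 4.31 and SPF 3.07, with GF4 at 6.98.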

Consistent with this result was the significant increase in five genes in the GF cauda that are known markers of macrophages (Fig. 4F). To confirm this finding, we performed immunofluorescence analysis using antibodies against F4/80, a protein marker of macrophages, within the GF epididymis (Fig. 4H, S4F, G). 

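The 5 markers stand for steps of macrophage life: Csf1r is the receptor of their growth factor, Cybb the core of the NADPH oxidase, Fgr a kinase below integrins and Fc receptors, Igsf6 a membrane protein of myeloid cells, and C1qb a chain of complement C1q. Csf1r averaged 10.5 ± 3.25 TPM (SD, n = 4) in SPF and 29.6 ± 19.0 TPM (SD, n = 5) in GF cauda, a log2 fold change of 1.26 (standard error 0.42, adjusted p = 0.203). C1qb averaged 74.8 ± 26.7 and 266 ± 161 TPM (log2 fold change 1.63, standard error 0.53, adjusted p = 0.199). Cybb averaged 1.25 ± 0.483 and 4.78 ± 3.41 TPM (log2 fold change 1.17, standard error 0.41, adjusted p = 0.219). For Fgr the means were 0.270 ± 0.174 and 2.31 ± 2.03 TPM (log2 fold change 1.16, standard error 0.42, adjusted p = 0.231), and for Igsf6 0.632 ± 0.373 and 3.39 ± 3.32 TPM (log2 fold change 1.15, standard error 0.48, adjusted p = 0.292). All 5 were positive and none passed the limma test over 12493 genes. GF libraries differed widely, as C1qb shows with 67.2 to 489.6 TPM. Without GF replicate 5 only C1qb of the 5 passed (adjusted p = 0.0283).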

F4/80 localized to sites of cell infiltration and cells within the interstitium in the cauda epididymis of GF mice (asterisks). Quantitative analysis of F4/80 fluorescence signal across the cauda epididymis revealed a significant increase in F4/80 fluorescence in the GF cauda compared to the SPF cauda (Fig. S4C). F4/80 signal predominantly occurred surrounding sperm cells that had escaped into the interstitium (Fig. 4H, asterisks).

### Epididymal transcriptomic changes associated with GF mice persist to the next generation

Following the identification of large transcriptomic alterations in the reproductive tract of GF mice compared to SPF males, we next sought to investigate the transcriptomic changes in the epididymis of male offspring produced by a GF male and SPF female breeding pair. 

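Offspring of GF males and SPF females (GF × SPF F1) were profiled in 3 caput and 3 cauda epididymides. They were compared with the same 4 SPF caput and 4 SPF cauda libraries that served for the F0 mice. Library preparation and alignment were the authors' as for F0, and TPM were compared with limma as there, on 12041 genes in caput and 12784 in cauda. Between 15636 and 16032 genes were above 0 TPM in F1 caput, and between 16525 and 16586 in F1 cauda. Erdr1, near 0 in SPF, was above 0 in all 6 F1 libraries. The SPF libraries are shared by both generations, so their own variation enters both sets of fold changes.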

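In the F1 caput, globin genes and some markers of macrophages were among the genes that rose. Hba-a2, for alpha-globin, rose from 123 ± 29.3 TPM (SD, n = 4) to 645 ± 153 TPM (SD, n = 3), a log2 fold change of 2.39 (standard error 0.23, adjusted p = 0.00812). Hbb-bs, for beta-globin, rose at 2.38 (adjusted p = 0.0102) and Alas2, for the first enzyme of erythroid heme, at 1.18 (adjusted p = 0.00316). All 4 erythroid genes tested passed, 4 when adjusted over the list alone, with a median of 2.36 (camera adjusted p = 3.07e-05, and adjusted p = 0.378 with an estimated correlation). Of 15 macrophage markers 4 passed, 5 when adjusted over the list alone, among them Lyz2, for lysozyme, at 0.90 (adjusted p = 0.0327), and Cx3cr1, for the fractalkine receptor, at 0.78 (adjusted p = 0.0336). All 15 were positive with a median of 0.40 (camera adjusted p = 2.61e-04, and adjusted p = 0.378 with an estimated correlation). C3, the central complement protein, rose from 17.2 ± 2.92 to 36.3 ± 0.989 TPM (log2 fold change 1.05, standard error 0.14, adjusted p = 0.0186). Hamp2, for a hepcidin of iron balance, was at 0 TPM in all 3 F1 libraries and at 2.16 to 3.67 TPM in SPF (adjusted p = 0.00316). Galnt14, which starts O-glycans, fell (log2 fold change -1.69, standard error 0.21, adjusted p = 0.0152), as did the homeobox gene Hoxa10 (log2 fold change -1.24, standard error 0.23, adjusted p = 0.0356) and Eln, for elastin (log2 fold change -1.06, standard error 0.16, adjusted p = 0.0236). limma called 258 genes higher and 70 lower of 12041, with 2714 and 764 at an unadjusted p < 0.05. The median log2 fold change of all genes was 0.11, and with each library rescaled by the median of ratios the counts were 142 and 168. Without SPF replicate 1 there were 14 higher and 4 lower, and without SPF replicate 4 there were 615 and 89. The calls of Hba-a2, Hbb-bs, Alas2 and Hamp2 stood without any 1 library. Lost without SPF replicate 1 were Cx3cr1, C3 and Hoxa10 (adjusted p = 0.101, 0.0709 and 0.0938). Lyz2 was lost without F1 replicate 2 (0.0969), and Galnt14 and Eln without SPF replicate 2 (0.0597 and 0.0797). A split that put SPF replicate 4 with the F1 libraries called 295 genes.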

Differential analysis revealed 240 downregulated and 190 upregulated genes in the caput epididymis of GF × SPF F1 offspring (Fig. 5A). Of these dysregulated genes, 9.5 and 7% were also significantly altered, respectively, in F0 GF caput compared to SPF mice (Fig. 5B). 

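In caput, 16 genes passed in both GF and F1 mice and all moved in the same direction, 8 higher and 8 lower. Galnt14, for an O-glycan enzyme, fell by the same amount in each (log2 fold change -1.68 in GF and -1.69 in F1). Hoxa11, a homeobox gene, fell in each (-0.96 and -1.22), and Mid1, a ubiquitin ligase gene beside Erdr1 on the X chromosome, rose in each (1.28 and 1.26). Slc6a13, for a GABA and taurine transporter, rose in each (1.52 and 0.88). The 16 are 3.28% of the genes higher in F1 and 11.6% of those lower, among 11700 tested in both. If the lists were independent, 0.417 shared higher and 0.124 shared lower genes would arise. When unchanged groups were simulated around the shared SPF libraries the median was 0 shared genes. Groups without any change leave few genes to call, so this cannot show how much shared controls add to the overlap. The overlap was also taken with 2 SPF libraries for each generation, different ones or, added after the data were seen, the same. With so few libraries GF had a median of 6.5 calls and F1 2, and the median overlap was 0 either way, so this does not tell shared controls from a loss of power. These F1 calls were made with limma. Without F1 replicate 2 the F1 calls of Slc6a13 and Hoxa11 were lost (adjusted p = 0.126 and 0.0903), and without SPF replicate 2 that of Mid1 (0.0597).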

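In the F1 cauda, some genes made by mesothelium and a beta-globin gene were among those that rose, and Npy was among those that fell. Upk3b, a uroplakin made by mesothelium, rose from 0.230 ± 0.222 TPM (SD, n = 4) in SPF to 18.3 ± 5.76 TPM (SD, n = 3) in F1, a log2 fold change of 3.94 (standard error 0.25, adjusted p = 0.00374). Msln, for mesothelin, rose (log2 fold change 2.36, standard error 0.30, adjusted p = 0.0436), and so did Grp, for gastrin-releasing peptide (log2 fold change 3.60, standard error 0.38, adjusted p = 0.0302). C3, the central complement protein, rose from 22.8 ± 7.53 to 123 ± 24.3 TPM (log2 fold change 2.42, standard error 0.28, adjusted p = 0.0359), and Dusp1, a phosphatase induced within minutes by stress, from 40.4 ± 7.66 to 160.3 ± 29.9 TPM (log2 fold change 1.97, standard error 0.21, adjusted p = 0.0302). Hbb-bs, for beta-globin, rose at 3.02 (adjusted p = 0.0436). Npy, for neuropeptide Y, fell from 2484 ± 374 to 897 ± 158 TPM (log2 fold change -1.47, standard error 0.19, adjusted p = 0.0436).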

In line with our differential analysis of F0 tissues, the cauda epididymis of F1 offspring also displayed the greatest number of dysregulated genes. Indeed, overall, 657 genes satisfied our criteria (adjusted *P*-value <0.05, fold change of > ±1.5) of significantly altered. Of these genes, 380 were downregulated and 277 were upregulated in F1 offspring compared to SPF controls (Fig. 5A). 

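limma called 22 genes higher and 2 lower of 12784 in the F1 cauda, against 2689 and 310 at an unadjusted p < 0.05. Groups that do not overlap made up 25.1% of the genes, where chance gives 5.71%. Besides Npy the gene that fell was D330041H03Rik, a long noncoding RNA of chromosome 17, from 81.5 ± 13.7 TPM (SD, n = 4) to 2.44 ± 2.19 TPM (SD, n = 3) (log2 fold change -4.88, standard error 0.53, adjusted p = 0.0302). Tspan8, a tetraspanin of epithelia, rose (log2 fold change 2.45, standard error 0.29, adjusted p = 0.0391). Genes of mitosis leaned lower, 14 of 16 with a median of -0.80 (camera adjusted p = 2.74e-09, and adjusted p = 0.469 with an estimated correlation), with 0 called, also when adjusted over the list alone. Of 14 immediate-early genes, which answer to stress and handling, all were positive with a median of 1.70, 1 called and 10 when adjusted over the list alone (adjusted p = 5.76e-05, and adjusted p = 0.469 with an estimated correlation). The median log2 fold change of all genes was 0.28, and with each library rescaled by the median of ratios 15 genes were higher and 3 lower. Leaving out 1 library left 2 to 12 higher genes and 0 to 2 lower. With a pseudocount of 0.1 none was called, Upk3b included (adjusted p = 0.0702), while all groups of the tissue in 1 fit gave 1269 higher and 76 lower, and array weights 1344 and 108. Upk3b stood without any 1 library, while Msln, Grp, C3, Dusp1, Tspan8, Hbb-bs and Npy were lost without F1 replicate 2 (adjusted p = 0.185, 0.151, 0.151, 0.151, 0.151, 0.215 and 0.185). D330041H03Rik was lost without SPF replicate 3 (adjusted p = 0.136).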

Of the genes altered in F0 GF cauda, 15.2 and 34.7% of increased and decreased DEGs, respectively, were also identified to be altered in the cauda of F1 males (Fig. 5B). 

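No gene passed in both the GF and the F1 cauda, of 12325 tested in both, where independent lists would share 0.0182 higher and 0.000487 lower genes. With all groups of the tissue in 1 fit 134 genes were shared, and with array weights 103, settings added to this overlap after the data were seen. Erdr1 was at 12.3 ± 10.8 TPM (SD, n = 3) in F1, a log2 fold change of 3.33 (standard error 0.52, adjusted p = 0.0655) from limma. Entpd4 averaged 214 ± 36.5 TPM in F1 (log2 fold change 0.63, standard error 0.19, adjusted p = 0.121). Cebpa, a transcription factor gene that rose in the GF cauda, was positive in F1 (log2 fold change 1.21, standard error 0.18, adjusted p = 0.0644), and Defb39, a beta-defensin gene that fell in the GF cauda, was negative (log2 fold change -1.25, standard error 0.19, adjusted p = 0.0644). Without F1 replicate 3, Erdr1 passed (adjusted p = 0.0279). With 3 F1 libraries, 50 of 100 genes shifted 2-fold by design were recovered in this tissue. Those genes were drawn from ones at about 5 TPM or more in SPF, so recovery among all tested genes may differ.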

In extending this comparative analysis beyond the list of DEGs, we compared the fold change of all genes in GF F0 and GF × SPF F1 offspring compared to the SPF caput and cauda epididymis (Fig. 5C and S4D). Strikingly, this revealed a strong correlation of gene alteration between GF F0 and F1 offspring in both regions of the epididymis, with the cauda demonstrating greater correlation. Moreover, analysis of immune cell populations in F1 GF × SPF epididymal tissue revealed a similar trend to GF F0 results (Fig. S4C). 

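Fold changes of GF and F1 mice against SPF ran in parallel over all genes. The Pearson correlation was 0.440 over 11889 genes in caput and 0.477 over 12795 in cauda. Both sides of each correlation use the same SPF libraries, which by itself makes fold changes similar: groups simulated without any change gave 0.509 in caput and 0.488 in cauda. The covariance, which grows with the size of the changes, was 0.0335 in caput against 0.0181 simulated, and 0.0952 in cauda against 0.0449 simulated. The simulations drew noise for each gene on its own and so lack variation that moves many genes together. They therefore cannot show whether this excess is change shared by the generations. When each generation was given 2 different SPF libraries, the median over the splits was 0.269 in caput (0.0807 to 0.351) and 0.254 in cauda (0.143 to 0.431), and with the same 2 for both, added after the data were seen, 0.515 and 0.542. With GF set against the second set of SPF mice instead, an alternative added after the data were seen, the correlations were -0.0294 and 0.0509. The 2 SPF sets differ, as limma called 3243 genes in GF caput and 3156 in GF cauda with the second as control. The GF changes then also hold the difference between the sets, so these values cannot show how alike the generations are. Among the 338 genes called in either generation the caput correlation was 0.680, and among 35 such genes in cauda it was 0.530. The paper states that changes in F1 offspring emulate those of GF F0 mice.

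**Figure D3:**
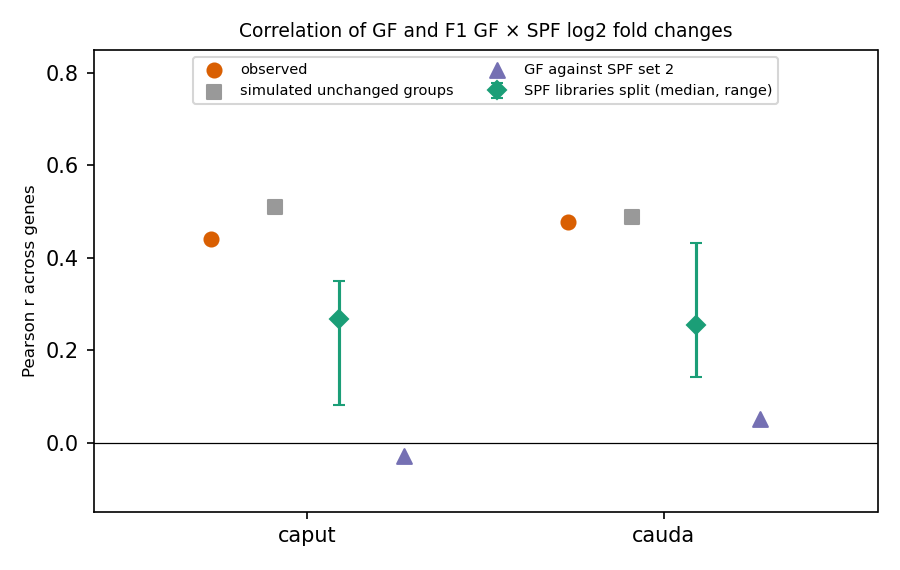
Pearson correlation of GF and F1 log2 fold changes (y) in caput and cauda (x) as observed, simulated without change, with SPF libraries split (point median, bar range) and with GF against the second SPF set. The observed 0.440 and 0.477 lie near the simulated 0.509 and 0.488 and above the split medians of 0.269 and 0.254. Against the second SPF set the GF changes also hold the difference between the 2 SPF sets.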

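The macrophage score was higher in both F1 regions before adjustment. In the F1 cauda the macrophage score was 3.94 ± 0.14 (SD, n = 3), a difference from SPF of 0.87 (exact two-sided permutation test, p = 0.0286, the smallest p allowed, and 0.131 after adjustment over 32 scores). In the F1 caput the difference was 0.45 (exact permutation p = 0.0286, the smallest p allowed, and 0.131 after adjustment). All 17 macrophage markers tested in cauda were positive with a median of 0.83, 0 called by limma and 9 when adjusted over the list alone (camera adjusted p = 4.59e-05, and adjusted p = 0.469 with an estimated correlation). Itgam, the CD11b integrin of myeloid cells, was not called in cauda (log2 fold change 1.29, standard error 0.30, adjusted p = 0.0948) and rose in caput (log2 fold change 0.64, standard error 0.13, adjusted p = 0.0370). Cd74, the MHC class II invariant chain, was positive in cauda and not called (log2 fold change 1.13, standard error 0.29, adjusted p = 0.0968). Mast cell genes, 5 in cauda, were positive with a median of 1.55, 0 called and 5 when adjusted over the list alone (adjusted p = 6.81e-04, and adjusted p = 0.469 with an estimated correlation). Leaving out 1 library moved the cauda score difference between 0.745 and 0.961, with too few splits left for an exact permutation p < 0.05. In the same F1 cauda libraries the mesothelial and immediate-early scores were higher as well. The caput call of Itgam was lost without SPF replicate 1 (adjusted p = 0.103).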

Although this result did not reach significance when comparing F1 tissues to controls, we did note altered populations of M2 macrophages trending (*P* = 0.057) in the direction seen in the GF F0 cauda epididymis (Fig. S4E). Furthermore, probing for macrophages (F4/80 immunofluorescence) in histological sections of F1 cauda epididymis revealed a trend of increased abundance of macrophages in the interstitial space (Fig. S4C). Furthermore, we confirmed the presence of cell infiltration in the epididymis of a GF × SPF F1 offspring (Fig. 5E).

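Markers of alternatively activated (M2) macrophages, which clear debris and repair tissue, were close to SPF in the cauda of both generations. Their score, over 6 genes, differed by -0.14 in the GF cauda (exact two-sided permutation test, p = 0.524, smallest p allowed 0.00794) and by 0.25 in the F1 cauda (p = 0.371, smallest p allowed 0.0286). In camera the 6 genes were lower in the GF cauda, 0 called and 1 lower when adjusted over the list alone (adjusted p = 0.0228, and adjusted p = 0.371 with an estimated correlation). In the F1 caput the M2 score, over 4 genes, was higher by 0.56 (exact permutation p = 0.0286, the smallest p allowed, and 0.131 after adjustment over 32 scores). Markers of classically activated (M1) macrophages, 2 in caput and 3 in cauda, differed by 0.95 in the F1 caput (exact permutation p = 0.0571) and 0.57 in the F1 cauda (p = 0.114).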

**Figure 5:**
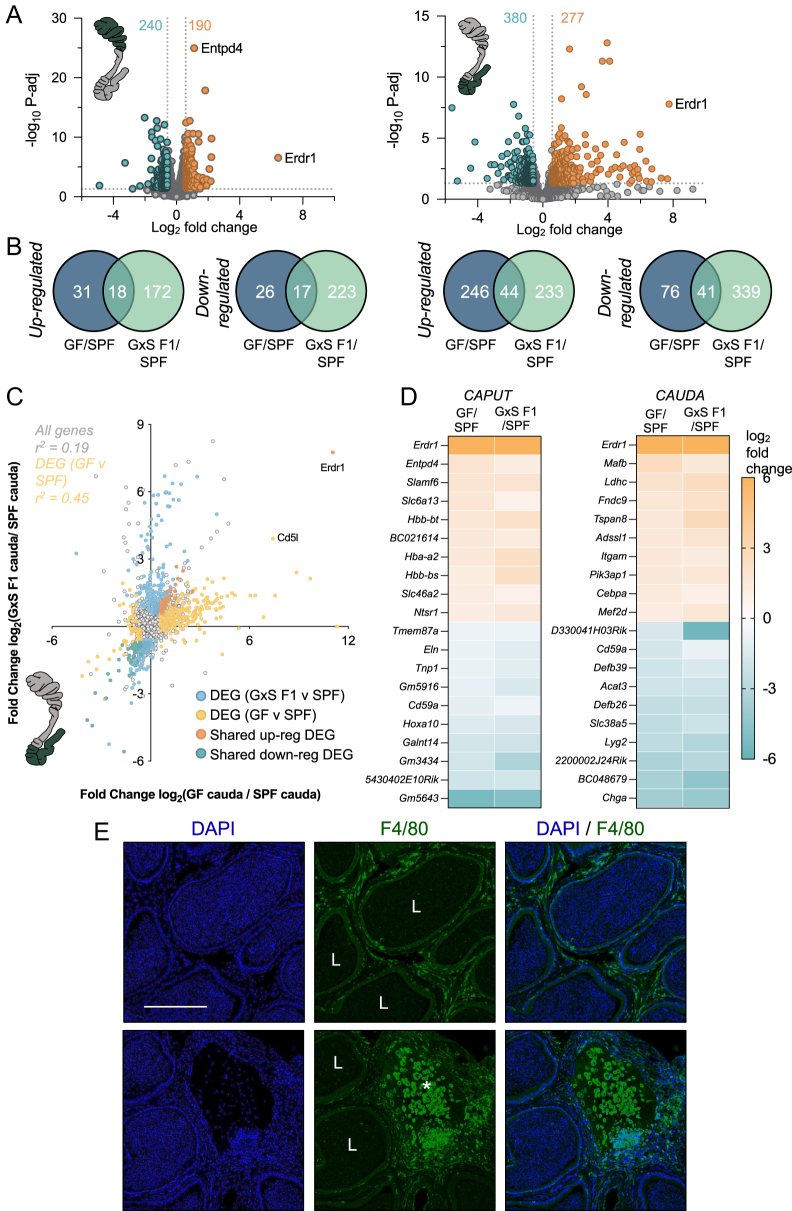
Transcriptomic changes in F1 offspring emulate F0 changes. (A) Volcano plots depicting the log_2_ fold change (*x*-axis) and log_10_ adjusted *P*-value (P-adj; *y*-axis) of genes detected in F1 GF × SPF (GxS) caput (left) and cauda (right) epididymis compared to SPF. Dots highlighted orange and green indicate genes that satisfied the criteria of >±1.5-fold change and *P*-adj ≤0.05 and therefore identified as significantly altered. (B) Venn diagram depicting the number of overlapping DEGs in the caput (left) and cauda (right) epididymis between GF F0 and F1 compared to SPF. (C) Correlation plot of the expression in GF vs SPF (*x*-axis: log_2_ fold change) compared with GxS F1 vs SPF (*y*-axis: log_2_ fold change) cauda epididymis. Blue colored dots indicate GxS F1 vs SPF DEGs, yellow dots indicate GF F0 vs SPF DEGs, while orange and green dots indicate up- and downregulated DEGs shared between GF and GxS F1 offspring when compared to controls. (D) Heatmap of the log_2_ fold change of the top 10 up- and downregulated genes in the caput and cauda epididymis shared between GF and GxS F1 mice. (E) F4/80 (green) and DAPI (blue) immunofluorescent staining in the cauda epididymis of GxS F1 mice. Scale bar = 200 μm. L – lumen and asterisks indicate infiltration of macrophages in the interstitum.

As the GF mice used in this study have been maintained in GF conditions for several generations, it is possible that underlying genetic changes in this colony produce the gene expression changes measured in GF and GF F1 male reproductive tissues. However, it should be noted that because GF F1 males are generated by mating GF males with SPF females that any genetic driver of the gene expression changes in progeny would have to result from haploinsufficiency or dominant mutations. Regardless, to rule out the underlying genetic differences in driving the inherited gene expression changes in the male reproductive tracts of GF sired progeny, we performed RNA-seq on tissues collected from recolonized GF mice. These mice were GF mice reared in conventional housing conditions (same as SPF) and breed for over ten generations (Lubin *et al.* 2023). 

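The recolonized GF libraries comprise 3 testes, 3 caput and 3 cauda epididymides. They were compared with a second set of SPF libraries, 5 of each tissue, because the samples' labels place the recolonized mice with that set. This comparison was added once the table was seen to hold these libraries. Preparation, alignment and TPM are as for the other libraries, and 14264 genes were tested in testis, 12561 in caput and 12683 in cauda. The choice of SPF set weighs on the counts: with the second set as control, limma called 3243 genes in GF caput instead of 41. Values of the recolonized mice are therefore read only against the second set. Between 18314 and 18704 genes were above 0 TPM in the recolonized testes.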

As such, similar gene changes in the male reproductive tract of these mice, compared to our GF and GF F1 males, would suggest a genetic influence rather than a transcriptomic response to the GF environment and non-genetic transmission of altered epididymal gene expression to progeny. 

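Of the genes called in GF mice most kept their direction in recolonized GF mice: 5 of 6 in testis, 39 of 41 in caput and all 16 tested in cauda. Entpd4 rose in recolonized caput to 345 ± 22.5 TPM (SD, n = 3) from 96.3 ± 7.45 TPM (SD, n = 5) (log2 fold change 1.83, standard error 0.09, adjusted p = 6.18e-05). It also rose in recolonized cauda (log2 fold change 1.14, standard error 0.15, adjusted p = 0.0194) and testis (log2 fold change 0.91, standard error 0.07, adjusted p = 9.05e-04). Erdr1 was at 0 TPM in all 15 libraries of the second SPF set, and at 6.49 to 35.3 TPM in recolonized testis, 15.5 to 55.0 TPM in caput and 23.6 to 71.6 TPM in cauda (n = 3 each, adjusted p = 0.00312, 1.50e-04 and 6.25e-05 from limma). In cauda 12 genes called in GF also passed in recolonized mice, 11 higher and 1 lower, where independent lists would share 0.0268 and 0.00346. Phospho1, a phosphocholine phosphatase, rose (log2 fold change 2.24, standard error 0.25, adjusted p = 0.00893), the spermatid gene Klhl10 rose (log2 fold change 1.72, standard error 0.27, adjusted p = 0.0389), and Cd59a, which guards against complement, fell (log2 fold change -1.34, standard error 0.14, adjusted p = 0.00578). In testis 3 and in caput 4 such genes passed. The median change in recolonized mice was 0.737 of the GF change in testis, 0.631 in caput and 0.813 in cauda. Over all genes the fold changes correlated at 0.423, 0.294 and 0.514, with no SPF library in common. Entpd4 in cauda was lost without recolonized replicate 3 (adjusted p = 0.0999), and Phospho1, Klhl10 and Cd59a without recolonized replicate 1 (0.0761, 0.191 and 0.0574).

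**Figure D4:**
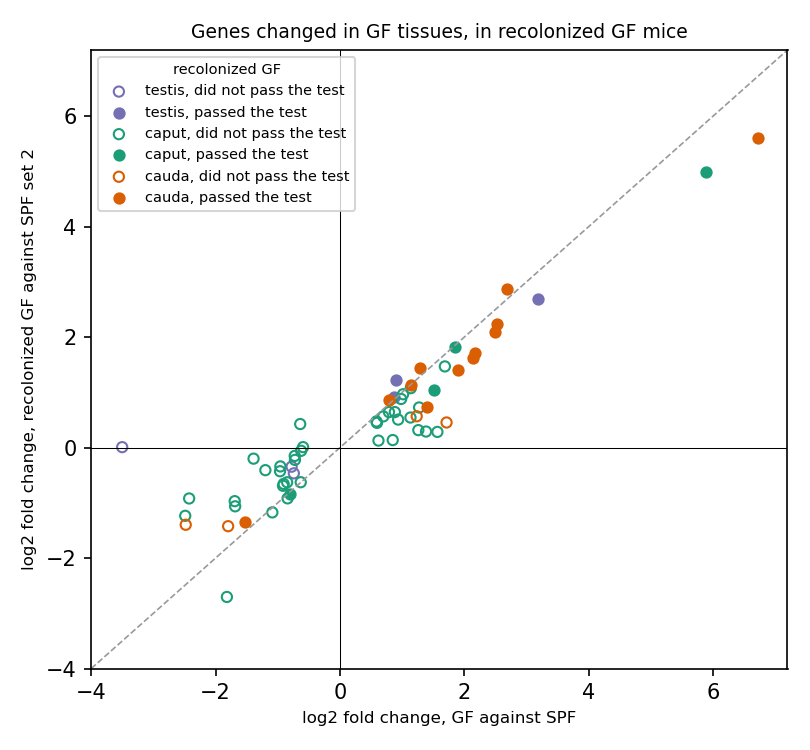
Log2 fold change of recolonized GF against the second SPF set (y) and of GF against SPF (x) for each gene called in GF, by tissue; filled points passed the recolonized test and the dashed line marks equal change. Most genes lie on the same side of 0, with medians of 0.737, 0.631 and 0.813 of the GF change in testis, caput and cauda.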

While we noted a number of genes, including *Erdr1* and *Entpd4*, similarly altered in the recolonized GF mice, most genes that were persistently altered in F0 and F1 GF mice were not equally affected in the recolonized GF mice (Fig. S3). Thus, highlighting the epigenetically inherited intergenerational impacts of a GF environment.

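The genes altered in both F0 and F1 were 16, all in caput, and each had the same sign in recolonized GF mice. Of the 16, Entpd4, Erdr1 and Slc6a13, the GABA and taurine transporter, passed there (Slc6a13 (log2 fold change 1.04, standard error 0.12, adjusted p = 0.0191)). The median change was 0.572 of that in GF, with 9 genes at 0.5 or above and 7 below. Among those below were Hoxa10, a homeobox gene (log2 fold change -0.41, standard error 0.18, adjusted p = 0.614), Eln, for elastin (log2 fold change -0.22, standard error 0.20, adjusted p = 0.839), and Hba-a2, for alpha-globin (log2 fold change 0.29, standard error 0.21, adjusted p = 0.783), each from limma. Galnt14, the O-glycan enzyme, fell short of the test (log2 fold change -1.06, standard error 0.17, adjusted p = 0.0570). In the cauda no gene passed in both generations by these calls. From genes that were not equally affected in recolonized mice the paper concludes that the impact is inherited epigenetically. Slc6a13 itself was lost without recolonized replicate 2 (adjusted p = 0.0794), while Galnt14 passed without replicate 1 of the second SPF set (adjusted p = 0.0281).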

### A subset of epididymal transcriptomic changes in GF mice are mirrored in mice lacking adaptive immune cells

A recent study identified an epididymal pathology similar to that shown here for GF mice, in mice lacking a subpopulation of T cells with suppressive function known as regulatory T cells (Treg) (Barrachina *et al.* 2023). This study prompted us to consider the role of adaptive immune cells (T and B cells) in driving the dysregulation in the GF epididymis, particularly owing to the well-known association of disrupted T cell function in GF mice (Ostman *et al.* 2006, Harris *et al.* 2024). In support of this, we have also previously demonstrated reduced sebum secretion in *Rag2*^−/−^ mice, which lack T and B cells, akin to GF mice (Choa *et al.* 2021). Moreover, this defective sebum phenotype is also evident in F1 and F2 offspring of *Rag2*^−/−^ males, suggesting a similar non-genetic mechanism of inheritance to that of GF males, leading us to hypothesize a similar impact on the male reproductive tract in *Rag2*^−/−^ mice (Harris *et al.* 2024). Hence, we performed transcriptomic profiling of epididymal tissue from *Rag2*^−/−^ mice and identified a subset of genes that are altered compared to controls (Fig. 6A and B). 

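Rag2−/− mice, which make no mature T or B cells, were profiled in 2 caput and 3 cauda epididymides and compared with the same 4 SPF libraries of each region. Rag2 itself was at 0 TPM in every library of both groups, so it cannot tell the genotypes apart. B230118H07Rik (Iftap), whose annotated span (chromosome 2, 101560779 to 101629031) overlaps that of Rag2 (101624712 to 101632528), does: it was 0 TPM in all 5 Rag2−/− libraries and 4.16 to 6.84 TPM in SPF caput and 7.05 to 10.3 TPM in SPF cauda (adjusted p = 0.00114 and 2.66e-04 from limma). Markers of T cells, looked at for the label after the data were seen, were mostly low in SPF as well. Of 20 markers 3 averaged at least 1 TPM in SPF caput and 3 in SPF cauda. The highest, Zap70, averaged 72.0 TPM in SPF caput and 106.6 TPM in Rag2−/− caput. Cd3e, of the T cell receptor complex, averaged 2.05 ± 0.10 TPM (SD, n = 2) in Rag2−/− caput and 2.06 ± 0.59 TPM (SD, n = 4) in SPF caput, and 0.46 ± 0.40 TPM (SD, n = 3) and 1.05 ± 0.33 TPM (SD, n = 4) in cauda. Of 20 T cell markers 11 had a lower mean and 6 a higher one in Rag2−/− caput (score difference -0.03), so in caput they do not tell the genotypes apart, and in cauda 16 and 2 (-0.24, exact permutation p = 0.0286, the smallest p allowed, not adjusted). Of 14 B and plasma cell markers 8 were lower and 4 higher in caput (-0.008). In cauda 9 were lower and 4 higher (-0.07, exact permutation p = 0.114, not adjusted), so they do not tell the genotypes apart in either region. In caput, the genes that fell include Col3a1, for collagen III (log2 fold change -1.10, standard error 0.12, adjusted p = 0.0228), Eln, for elastin (log2 fold change -1.06, standard error 0.14, adjusted p = 0.0476), and Mmp2, for gelatinase A (log2 fold change -0.94, standard error 0.11, adjusted p = 0.0228). Each of these 3 calls stood in only 1 of 6 removals of 1 library. Of 12 fibroblast and matrix genes 2 were lower, 6 when adjusted over the list alone, with a median of -0.61 (camera adjusted p = 1.40e-06, and adjusted p = 0.546 with an estimated correlation). Ide, for insulin-degrading enzyme, rose from 14.5 ± 2.00 TPM (SD, n = 4) to 41.8 ± 2.01 TPM (SD, n = 2) (log2 fold change 1.47, standard error 0.14, adjusted p = 0.0118). In cauda, the genes that fell include Defb22 and Defb23, for sperm-coat beta-defensins of chromosome 2: Defb22 from 748 ± 444 to 15.2 ± 9.61 TPM (SD, n = 4 and 3) (log2 fold change -5.45, standard error 0.57, adjusted p = 0.0160), and Defb23 (log2 fold change -5.32, standard error 0.42, adjusted p = 0.00609). Car4, a carbonic anhydrase of the epithelium, fell (log2 fold change -3.30, standard error 0.40, adjusted p = 0.0312), and Hgfac, which activates hepatocyte growth factor, rose (log2 fold change 1.91, standard error 0.24, adjusted p = 0.0340). limma called 6 genes higher and 13 lower of 11915 in caput, and 6 higher and 10 lower of 12293 in cauda. Before adjustment the counts were 1429 and 749 in caput and 415 and 879 in cauda. Leaving out 1 library left 3 to 10 higher and 1 to 13 lower genes in caput. In cauda, 40 were higher and 71 lower without SPF replicate 2, and chance cannot be excluded for the cauda count, as a split that put SPF replicate 2 with the Rag2−/− libraries called 101 genes. Col3a1 and Eln were lost without Rag2−/− replicate 2 (adjusted p = 0.381 and 0.624), and Ide and Mmp2 without replicate 1 (0.186 and 0.261). In cauda, Defb22, Defb23, Car4 and Hgfac were lost without Rag2−/− replicate 3 (0.149, 0.0623, 0.213 and 0.216).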

Of the DEGs identified in the caput and cauda epididymis of *Rag2*^−/−^ mice, 6.8 and 38.8% of these genes were also found to be significantly altered in GF caput and cauda epididymis, respectively (Fig. 6C). Furthermore, we noted the similar increased expression of *Erdr1* and *Entpd4* in *Rag2*^−/−^ epididymis (Fig. 6D). Moreover, of the pathways predicted to be inhibited by IPA in *Rag2*^−/−^ epididymis, three were also identified in the GF cauda epididymis (Fig. 6F, denoted with asterisks). 

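In caput 6 genes passed in both Rag2−/− and GF mice, of 11671 tested in both, 2 higher and 4 lower, or 31.6% of the Rag2−/− genes. Besides Erdr1 and Entpd4 they include Tnp1, for a transition protein of spermatid chromatin, which fell in Rag2−/− (log2 fold change -1.15, standard error 0.13, adjusted p = 0.0228) and in GF (log2 fold change -0.85, adjusted p = 0.0139). In cauda 4 of 12125 passed in both, 25.0% of the Rag2−/− genes: Erdr1, Phospho1, 1700112E06Rik and Defb39. Phospho1, the phosphocholine phosphatase, rose in Rag2−/− (log2 fold change 2.93, standard error 0.36, adjusted p = 0.0312), and 1700112E06Rik (Lrmda) rose (log2 fold change 2.69, standard error 0.24, adjusted p = 0.0122). Defb39, a beta-defensin gene, fell (log2 fold change -1.51, standard error 0.18, adjusted p = 0.0312). Independent lists would share 0.00977 higher and 0.0234 lower genes in caput, and 0.00594 and 0.00247 in cauda. Simulated unchanged groups around the shared SPF libraries gave a median of 0, but they leave few genes to call and cannot show what shared controls add. With 2 different SPF libraries for each group the median overlap was 2 in caput and 1 in cauda, and with the same 2 for both, added after the data were seen, 2 and 3.5. In caput the fall from 6 therefore cannot be told from a loss of power. Fold changes over all genes correlated at 0.180 in caput (simulated 0.451) and 0.455 in cauda (simulated 0.490). The paper states that mice without T and B cells show changes in the epididymis similar to GF. Some shared genes also passed in recolonized GF mice against the second SPF set. In cauda these were Erdr1, Phospho1 and 1700112E06Rik (log2 fold changes 5.61, 2.24 and 2.87), while Defb39 did not pass (-1.42). In caput Erdr1 and Entpd4 passed, while Tnp1, Eln, Gm9999 and Hist1h4n did not. The overlap alone therefore does not tie these genes to the loss of T and B cells. limma's calls of Phospho1, 1700112E06Rik and Defb39 were lost without Rag2−/− replicate 3 (adjusted p = 0.213, 0.0996 and 0.213), and that of Tnp1 without Rag2−/− replicate 2 (0.410).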

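Erdr1, near 0 in SPF, was abundant in the Rag2−/− epididymis. In caput its libraries held 52.8 to 55.7 TPM (n = 2), a log2 fold change over SPF of 5.74 (standard error 0.11, adjusted p = 2.62e-07) from limma, and in cauda 82.5 to 217 TPM (n = 3), a log2 fold change of 6.92 (standard error 0.31, adjusted p = 1.84e-04). Entpd4, the nucleotidase of the Golgi, rose in caput to 407 TPM (377 to 438, n = 2) (log2 fold change 1.98, standard error 0.11, adjusted p = 5.48e-04). In cauda it averaged 309.6 ± 11.7 TPM (SD, n = 3) and did not pass (log2 fold change 1.17, standard error 0.16, adjusted p = 0.0582). The calls of Erdr1 in both regions and of Entpd4 in caput stood without any 1 library. Entpd4 in cauda passed without SPF replicate 2 and without SPF replicate 4 (adjusted p = 0.0456 and 0.0303).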

Beyond the pathways shared with the GF cauda epididymis (Fig. 6E, asterisks), DEGs in *Rag2*^−/−^ cauda epididymis were enriched for many additional pathways including glycerophospholipid biosynthesis and cell cycle pathways, such as mitotic prometaphase and synthesis of DNA (Fig. 6E).

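Genes of dividing cells all had a negative sign in the Rag2−/− cauda, and those of glycerophospholipid synthesis did not pass the camera test. All 15 genes of mitosis and its checkpoints had a negative sign with a median of -1.10 (camera adjusted p = 5.07e-07, and adjusted p = 0.477 with an estimated correlation), with 0 called by limma and 9 lower when adjusted over the list alone. All 21 DNA replication genes had a negative sign with a median of -0.65 (adjusted p = 6.33e-08, and adjusted p = 0.466 with an estimated correlation), with 0 called and 5 lower when adjusted over the list alone. Of 30 genes of glycerophospholipid synthesis, which builds membrane lipids, 9 were positive and 21 negative with a median of -0.12 (adjusted p = 0.678), 0 called. In the Rag2−/− caput the same lists had medians of -0.29 for mitosis (0 called and 1 lower when adjusted over the list alone, adjusted p = 1.51e-04, and adjusted p = 0.546 with an estimated correlation) and 0.03 for glycerophospholipid synthesis (adjusted p = 0.537). Transcripts of spermatids and sperm were positive for all 22 in the Rag2−/− cauda, with a median of 2.61, 1 called and 20 when adjusted over the list alone (adjusted p = 7.67e-23, and adjusted p = 0.466 with an estimated correlation). As a score they did not pass (exact two-sided permutation test, p = 0.0571, smallest p allowed 0.0286, and 0.166 after adjustment over 32 scores), and SPF libraries ranged from 1.20 to 4.77. Ingenuity Pathway Analysis, which the authors used, was not run here, and these lists were written from general knowledge.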

**Figure 6:**
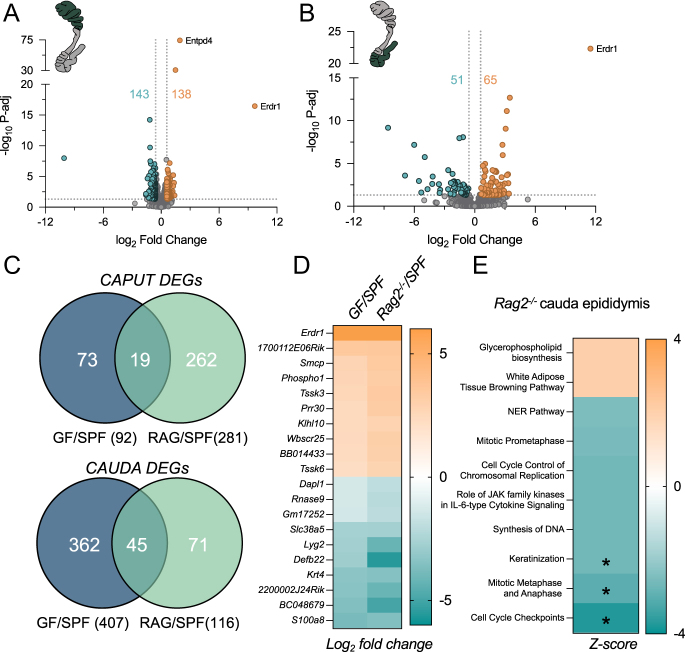
T and B cell-deficient mice display gene expression changes in the epididymis similar to GF. (A, B) Volcano plots depicting the log_2_ fold change (*x*-axis) and log_10_ adjusted *P*-value (P-adj; *y*-axis) of genes detected in the (A) caput and (B) cauda of *Rag2*^−/−^ mice compared to SPF. Dots highlighted orange and green indicate genes that satisfied the criteria of >±1.5 fold change and *P*-adj ≤0.05 and therefore identified as significantly altered. (C) Venn diagram illustrating overlapping DEGs in the caput and cauda epididymis between GF and *Rag2*^−/−^ compared to SPF. (D) Heatmap of the top ten up- and downregulated genes altered in GF and *Rag2*^−/−^ epididymis. (E) Heatmap of the activated (Z-score >2) and inhibited (Z-score <−2) pathways identified by the Ingenuity Pathway Analysis (IPA) software. Asterisks denote pathways equally altered in the GF cauda epididymis.

## Discussion

The composition and presence of the microbiome plays an important role in human health, including reproductive health. Here, we report that the absence of a microbiome leads to uncontrolled cell infiltration and immune response in the cauda epididymis of GF mice. Moreover, we demonstrate that commensal microbes are not only responsible for influencing the acute changes in the reproductive tract but have a persistent impact on the reproductive tract of the next generation. In further understanding the underlying mechanism, we report similar gene changes occurring in the epididymis of mice lacking T and B cells, implicating the immune system and lymphocyte subtypes in directing epididymal alterations. Ultimately, our results contribute to our understanding of the function of the microbiome in male reproduction, potentially through the regulation of the host immune system.

Despite being long thought to be ‘immune-privileged’, the testis and epididymis are home to a vast array of resident immune cells. Notwithstanding the varying composition along the reproductive tract that directs region-specific functions, these cells collectively are responsible for maintaining tolerance to immunogenic sperm cells and combating incoming pathogens to preserve fertility (Barrachina *et al.* 2023). Thus, in GF mice where immune cell function has been demonstrated to be compromised in somatic tissues such as the intestine and spleen (Macpherson & Harris 2004, Zhang *et al.* 2023), we hypothesized that this dysfunction would extend to the reproductive tract and influence male fertility. Indeed, our results revealed histopathological aberrations in the epididymis and gene expression changes across the tract of GF mice compared to controls. In line with this, a recent paper reported similar phenotypic changes in the epididymis of mice, following selective depletion of a subtype of T cells, regulatory T cells (Treg). Two weeks following Treg depletion, the authors reported a massive influx of macrophages and severe autoimmune epididymitis, a finding strikingly similar to our results in GF males (Fig. 2). Interestingly, the level of Tregs has been previously reported to be reduced in GF lymph nodes by *Foxp3* detection (Ostman *et al.* 2006, Barrachina *et al.* 2023). Furthermore, we demonstrate transcriptomic changes in the epididymis of mice lacking T and B cells (*Rag2*^−/−^ mice) similar to the changes exhibited in the GF epididymis, implicating these immune cell subtypes in directing these gene changes (Fig. 6). Interestingly, the epididymitis-like phenotype was not observed in *Rag2*^−/−^ mice, and while depletion of Tregs led to increased cell infiltration and a pathology not dissimilar to GF mice, the authors reported no damage in the epithelium as evidenced in GF males (Fig. 2). Thus, suggesting the pathology in GF mice that results in the loss of epithelial cell integrity in the cauda epididymis may occur either independent of T cell function or may indicate an advanced stage of the pathology (lack of microbes from birth versus 2-week Treg depletion). Moreover, Treg-deficient mice displayed induced macrophage influx in the testis and caput epididymis, which was not evident in GF mice, suggesting a specific vulnerability of the cauda epididymis to the lack of microbes. This is not the first example of specific sensitivity of the distal region of the epididymis to immunological interventions, with stimuli such as lipopolysaccharide and bacteria also leading to specific inflammatory responses in the distal epididymis, with no visual impact on the proximal epididymis (Silva *et al.* 2018, Wijayarathna *et al.* 2020, Pleuger *et al.* 2022). This region-specific response is potentially explained by a region-specific function and profile of immune cells within the epididymis. Single-cell analysis of immune cells (CD45+) of the epididymis has demonstrated heterogeneity in the population of resident immune cells along the epididymis, suggesting that the unique distribution contributes to different responses seen within each region (Pleuger *et al.* 2022).

Evidence in mice and humans has identified a role for the gut microbiome in male reproduction. Here, we demonstrate reduced testicular weight in mice lacking microbes (Fig. 1C), a finding also evident in mice with gut dysbiosis as a result of antibiotic treatment (Argaw-Denboba *et al.* 2024). Furthermore, comparable to our findings, this study also reported abnormalities in epididymal histology and an altered testicular transcriptome (Argaw-Denboba *et al.* 2024), suggesting that the gut microbiome dysregulation may be the underlying cause of some of the phenotypes seen here in GF mice. We also reported reduced sperm motility in GF mice; however, this did not lead to a concomitant reduction in fertilization with IVF. Albeit sperm motility in GF mice remained at approximately 58%, a score readily associated with successful *in vitro* and *in vivo* fertilization (Sztein *et al.* 2000). Whether the reduced motility impairs fertilization *in vivo* was not thoroughly investigated here; however, the underperformance of GF mice in breeding schemes compared to conventional raised mice has been previously reported. Indeed, GF mice produced an average of 2.5 litters per lifespan compared to 4.7 litters for control mice (Shimizu *et al.* 1998, Munyoki *et al.* 2024). Albeit such schemes included two GF parents and therefore, did not isolate fertility issues associated specific to the paternal microbiome. Ultimately, here, we report the sustained ability of GF male mice to sire offspring and fertilize eggs at similar rates to controls *in vitro*. Conversely, the absence of a microbiome was found to be crucial for maintenance of the ovarian reserve. Indeed, a recent study highlights a reduction in primordial follicle number in GF mice and the role of microbial metabolites, such as short-chain fatty acids in mediating this maintenance (Munyoki *et al.* 2024).

It has become commonly accepted, as a result of hundreds of publications, that the inheritance of phenotypes in the next generation can be non-genetically regulated by the environment experienced by fathers, i.e., a father’s preconception health or lifestyle can influence offspring traits (Soubry 2018). This can manifest in an immediate disease phenotype or susceptibility to disease. For example, mouse models of paternal high-fat diet have demonstrated impaired reproductive function and metabolic disturbances in offspring and grandoffspring (Fullston *et al.* 2012, Fullston *et al.* 2013). Moreover, in a mouse model of early postnatal stress, alterations in behavior and metabolism in offspring persists to the 4th generation in the patriline (Boscardin *et al.* 2022). In some cases, as in the current study, the dysregulation in offspring tissues mimics that of the exposed father, while in others, distinct divergent phenotypes manifest in subsequent generations of progeny than that of the exposed sire. Regarding epigenetic inheritance from paternal microbiome alterations, a recent study utilizing an inducible model of gut microbiota imbalance demonstrated reduced birth weight and increased rate of postnatal mortality in offspring of treated fathers. This increased risk was traced to placental dysfunction in offspring sired by antibiotic-treated fathers and fetal outcomes were ameliorated following gut microbiome restoration (Argaw-Denboba *et al.* 2024). Furthermore, we have previously reported transgenerational epigenetic inheritance from GF fathers, including the transmission of a disrupted sebum secretion phenotype and transcriptomic changes in the liver and spleen of F1, F2 and F3 offspring (Harris *et al.* 2024). Here, we extended the programming of F1 offspring to reproductive tissues and reveal comparable gene expression changes in the epididymis of F1 offspring to that of paternal GF mice, most of which are not altered in recolonized GF mice. Through Ingenuity Pathway Analysis, we identified the altered pathways shared between F0 and F1 GF males to be those involved in cell cycle checkpoints and DNA replication. Pathways implicated in GF cauda epididymis but absent in F1 offspring align with the inflammation and cell influx of GF cauda, which was less evident in F1 cauda, such as phagosome formation and cytokine and macrophage pathways. (Fig. S2F). The persistence of GF programming across multiple tissues of the body has been demonstrated previously by examining the transcriptome of five different GF tissues, including the liver and colon (Mardinoglu *et al.* 2015). Across all five tissues, the authors report two genes that were similarly altered, ectonucleoside triphosphate diphosphohydrolase 4 (*Entpd4)* and nicotinamide nucleotide transhydrogenase (*Nnt)* (Mardinoglu *et al.* 2015). In the current study, we too identified increased expression of *Entpd4,* a gene encoding a protein that catalyzes the hydrolysis of nucleotide diphosphates, in the testis, caput and cauda epididymis (Fig. 4A). This gene was also increased in *Rag2*^−/−^ epididymis and the caput epididymis of GF × SPF F1 mice (Figs 5 and 6). Likewise, erythroid differentiation regulator 1 (*Erdr1*) was equally increased in all GF tissues assayed here (Figs 4A, 5, 6) and previously in liver, skin, intestine and sebaceous glands of GF mice (Harris *et al.* 2024). Moreover, *Erdr1* has been reported to be increased in GF tissues in additional studies (Soto *et al.* 2017). While the significance of these genes being coordinately misregulated in multiple tissues of animals lacking a microbiome or T and B cells is unclear, these genes are the interest of future studies aiming to understand host immune and microbiota interactions that regulate mammalian physiology. Of interest, however, is the equal disruption of *Erdr1* and *Entpd4* in recolonized GF mice (Fig. S3), suggesting a potential genetic impact that persists in GF mice after recolonization in conventional conditions or alternatively that more subtle nuances to the microbiome can influence male reproductive tissues, which requires further investigation.

Ultimately, our findings highlight the role of commensal microbiota and T cells in male reproduction and its non-genetically inherited impact on the epididymis of successive generations. The latter could explain how GF and T and B cell-deficient mice can transmit phenotypes transgenerationally to F2 progeny and beyond (Harris *et al.* 2024). These findings may pave the way into investigating such parameters in other models, including antibiotic treatment or dysbiosis in specific microbiomes (i.e., the gut), to provide translational evidence relevant for human fertility. Nevertheless, our findings support the investigation of the microbiome in a clinical setting as an underappreciated contributor to male reproductive function.

## Supplementary materials

## Declaration of interest

The authors declare that there is no conflict of interest that could be perceived as prejudicing the impartiality of the work reported.

## Funding

NAT is supported by a Lalor Foundationhttps://doi.org/10.13039/100012756 Postdoctoral Fellowship. CCC is the recipient of Pew Biomedical Scholars Award. JCH was supported by the National Institutes of Healthhttps://doi.org/10.13039/100000002 NIAMs F31 fellowship grant (F31AR079845) and T32 training grant (T31AR007465). This work was supported by a Children’s Hospital of Philadelphia Junior Pilot Program awarded to CCC and TK.

## Author contribution statement

Conceptualization was done by NAT, TK and CCC. Methodology was given by NAT, SKZ, TK and CCC. Investigation was done by NAT, SKZ, JCH, MNL and MAN. Formal analysis was done by NAT. NAT, TK and CCC helped in writing the original draft NAT, SKZ, JCH, MNL, MAN, MAS, TK and CCC helped in writing the revision and editing. Supervision of the project was performed by TK and CCC. TK and CCC helped in funding acquisition.

## Data availability

The data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus and are accessible as of the day of publication using the following accession number GSE269257.

## References

[bib1] Al-Asmakh M, Stukenborg J-B, Reda A, et al. 2014 The gut microbiota and developmental programming of the testis in mice. PLoS One 9 e103809. (10.1371/journal.pone.0103809)25118984 PMC4132106

[bib2] Ansari N, Müller S, Stelzer EHK, et al. 2013 Chapter 13 – Quantitative 3D cell-based assay performed with cellular spheroids and fluorescence microscopy. Methods Cell Biol etc 113, 295–309. (10.1016/B978-0-12-407239-8.00013-6)23317907

[bib3] Argaw-Denboba A, Schmidt TSB, Di Giacomo M, et al. 2024 Paternal microbiome perturbations impact offspring fitness. Nature 629 652–659. (10.1038/s41586-024-07336-w)38693261 PMC11096121

[bib4] Bakos HW, Henshaw RC, Mitchell M, et al. 2011 Paternal body mass index is associated with decreased blastocyst development and reduced live birth rates following assisted reproductive technology. Fertil Steril 95 1700–1704. (10.1016/j.fertnstert.2010.11.044)21145051

[bib5] Barrachina F, Ottino K, Elizagaray ML, et al. 2023 Regulatory T cells play a crucial role in maintaining sperm tolerance and male fertility. Proc Natl Acad Sci U S A 120 e2306797120. (10.1073/pnas.2306797120)37676910 PMC10500189

[bib6] Bhushan S, Theas MS, Guazzone VA, et al. 2020 Immune cell subtypes and their function in the testis. Front Immunol 11 583304. (10.3389/fimmu.2020.583304)33101311 PMC7554629

[bib7] Boscardin C, Manuella F & Mansuy IM 2022 Paternal transmission of behavioural and metabolic traits induced by postnatal stress to the 5th generation in mice. Environ Epigenetics 8 dvac024. (10.1093/eep/dvac024)PMC973031936518875

[bib8] Burke ND, Nixon B, Roman SD, et al. 2022 Male infertility and somatic health – insights into lipid damage as a mechanistic link. Nat Rev Urol 19 727–750. (10.1038/s41585-022-00640-y)36100661

[bib9] Choa R, Tohyama J, Wada S, et al. 2021 Thymic stromal lymphopoietin induces adipose loss through sebum hypersecretion. Science 373 eabd2893. (10.1126/science.abd2893)34326208 PMC8917823

[bib10] Dimofski P, Meyre D, Dreumont N, et al. 2021 Consequences of paternal nutrition on offspring health and disease. Nutrients 13 2818. (10.3390/nu13082818)34444978 PMC8400857

[bib11] Fullston T, Palmer NO, Owens JA, et al. 2012 Diet-induced paternal obesity in the absence of diabetes diminishes the reproductive health of two subsequent generations of mice. Hum Reprod 27 1391–1400. (10.1093/humrep/des030)22357767

[bib12] Fullston T, Teague EMCO, Palmer NO, et al. 2013 Paternal obesity initiates metabolic disturbances in two generations of mice with incomplete penetrance to the F2 generation and alters the transcriptional profile of testis and sperm microRNA content. FASEB J 27 4226–4243. (10.1096/fj.12-224048)23845863

[bib13] Fullston T, McPherson NO, Owens JA, et al. 2015 Paternal obesity induces metabolic and sperm disturbances in male offspring that are exacerbated by their exposure to an “obesogenic” diet. Physiol Rep 3 e12336. (10.14814/phy2.12336)25804263 PMC4393169

[bib14] Guiton R, Voisin A, Henry-Berger J, et al. 2019 Of vessels and cells: the spatial organization of the epididymal immune system. Andrology 7 712–718. (10.1111/andr.12637)31106984

[bib15] Hao Y, Feng Y, Yan X, et al. 2022a Gut microbiota-testis axis: FMT mitigates high-fat diet-diminished male fertility via improving systemic and testicular metabolome. Microbiol Spectr 10 e0002822. (10.1128/spectrum.00028-22)35446112 PMC9241630

[bib16] Hao Y, Feng Y, Yan X, et al. 2022b Gut microbiota-testis axis: FMT improves systemic and testicular micro-environment to increase semen quality in type 1 diabetes. Mol Med 28 45. (10.1186/s10020-022-00473-w)35468731 PMC9036783

[bib17] Harris JC, Trigg NA, Goshu B, et al. 2024 The microbiota and T cells non-genetically modulate inherited phenotypes transgenerationally. Cell Rep 43 114029. (10.1016/j.celrep.2024.114029)38573852 PMC11102039

[bib18] Hou K, Wu Z-X, Chen X-Y, et al. 2022 Microbiota in health and diseases. Signal Transduct Targeted Ther 7 135. (10.1038/s41392-022-00974-4)PMC903408335461318

[bib19] Jawaid A, Jehle K-L & Mansuy IM 2021 Impact of parental exposure on offspring health in humans. Trends Genet 37 373–388. (10.1016/j.tig.2020.10.006)33189388

[bib20] Kennedy EA, King KY & Baldridge MT 2018 Mouse microbiota models: comparing germ-free mice and antibiotics treatment as tools for modifying gut bacteria. Front Physiol 9 1534. (10.3389/fphys.2018.01534)30429801 PMC6220354

[bib21] Kimmins S, Anderson RA, Barratt CLR, et al. 2024 Frequency, morbidity and equity — the case for increased research on male fertility. Nat Rev Urol 21 102–124. (10.1038/s41585-023-00820-4)37828407

[bib22] Kostic AD, Gevers D, Siljander H, et al. 2015 The dynamics of the human infant gut microbiome in development and in progression toward type 1 diabetes. Cell Host Microbe 17 260–273. (10.1016/j.chom.2015.01.001)25662751 PMC4689191

[bib23] Leng L, Metz CN, Fang Y, et al. 2003 MIF signal transduction initiated by binding to CD74. J Exp Med 197 1467–1476. (10.1084/jem.20030286)12782713 PMC2193907

[bib24] Liang T, Chen J, Xu G, et al. 2021 TYROBP, TLR4 and ITGAM regulated macrophages polarization and immune checkpoints expression in osteosarcoma. Sci Rep 11 19315. (10.1038/s41598-021-98637-x)34588497 PMC8481262

[bib25] Liu WH, Wang F, Yu XQ, et al. 2020 Damaged male germ cells induce epididymitis in mice. Asian J Androl 22 472–480. (10.4103/aja.aja_116_19)31696835 PMC7523604

[bib26] Liu BN, Liu XT, Liang ZH, et al. 2021 Gut microbiota in obesity. World J Gastroenterol 27 3837–3850. (10.3748/wjg.v27.i25.3837)34321848 PMC8291023

[bib27] Love MI, Huber W & Anders S 2014 Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol 15 550. (10.1186/s13059-014-0550-8)25516281 PMC4302049

[bib28] Lubin J-B, Green J, Maddux S, et al. 2023 Arresting microbiome development limits immune system maturation and resistance to infection in mice. Cell Host Microbe 31 554–570.e7. (10.1016/j.chom.2023.03.006)36996818 PMC10935632

[bib29] Luczynski P, McVey Neufeld KA, Oriach CS, et al. 2016 Growing up in a bubble: using germ-free animals to assess the influence of the gut microbiota on brain and behavior. Int J Neuropsychopharmacol 19 pyw020. (10.1093/ijnp/pyw020)26912607 PMC5006193

[bib30] Macpherson AJ & Harris NL 2004 Interactions between commensal intestinal bacteria and the immune system. Nat Rev Immunol 4 478–485. (10.1038/nri1373)15173836

[bib31] Mardinoglu A, Shoaie S, Bergentall M, et al. 2015 The gut microbiota modulates host amino acid and glutathione metabolism in mice. Mol Syst Biol 11 834. (10.15252/msb.20156487)26475342 PMC4631205

[bib32] Miao Y-R, Xia M, Luo M, et al. 2021 ImmuCellAI-mouse: a tool for comprehensive prediction of mouse immune cell abundance and immune microenvironment depiction. Bioinformatics 38 785–791. (10.1093/bioinformatics/btab711)34636837

[bib33] Montagnoli C, Ruggeri S, Cinelli G, et al. 2021 Anything new about paternal contribution to reproductive outcomes? A review of the evidence. World J Mens Health 39 626–644. (10.5534/wjmh.200147)33474842 PMC8443996

[bib34] Munyoki SK, Goff JP, Reshke A, et al. 2024 The microbiota extends the reproductive lifespan by safeguarding the ovarian reserve. bioRxiv 2024.2009.2013.612929.10.1016/j.chom.2025.09.006PMC1337452541005310

[bib35] Muscogiuri G, Cantone E, Cassarano S, et al. 2019 Gut microbiota: a new path to treat obesity. Int J Obes Suppl 9 10–19. (10.1038/s41367-019-0011-7)31391921 PMC6683132

[bib36] Ostman S, Rask C, Wold AE, et al. 2006 Impaired regulatory T cell function in germ-free mice. Eur J Immunol 36 2336–2346. (10.1002/eji.200535244)16897813

[bib37] Pleuger C, Ai D, Hoppe ML, et al. 2022 The regional distribution of resident immune cells shapes distinct immunological environments along the murine epididymis. Elife 11 e82193. (10.7554/elife.82193)36515584 PMC9750176

[bib38] Ponnusamy K, Choi JN, Kim J, et al. 2011 Microbial community and metabolomic comparison of irritable bowel syndrome faeces. J Med Microbiol 60 817–827. (10.1099/jmm.0.028126-0)21330412 PMC3167923

[bib39] Radaelli E, Assenmacher CA, Verrelle J, et al. 2023 Mitochondrial defects caused by PARL deficiency lead to arrested spermatogenesis and ferroptosis. Elife 12 e84710. (10.7554/elife.84710)37505079 PMC10519710

[bib40] Rahman MS, Pang W-K, Ryu D-Y, et al. 2020 Multigenerational and transgenerational impact of paternal bisphenol A exposure on male fertility in a mouse model. Hum Reprod 35 1740–1752. (10.1093/humrep/deaa139)32644108

[bib41] Salonia A, Matloob R, Gallina A, et al. 2009 Are infertile men less healthy than fertile men? Results of a prospective case-control survey. Eur Urol 56 1025–1032. (10.1016/j.eururo.2009.03.001)19297076

[bib42] Sansone A, Di Dato C, de Angelis C, et al. 2018 Smoke, alcohol and drug addiction and male fertility. Reprod Biol Endocrinol 16 3. (10.1186/s12958-018-0320-7)29334961 PMC5769315

[bib43] Shayeb AG, Harrild K, Mathers E, et al. 2011 An exploration of the association between male body mass index and semen quality. Reprod Biomed Online 23 717–723. (10.1016/j.rbmo.2011.07.018)22019618

[bib44] Shimizu K, Muranaka Y, Fujimura R, et al. 1998 Normalization of reproductive function in germfree mice following bacterial contamination. Exp Anim 47 151–158. (10.1538/expanim.47.151)9816490

[bib45] Shin J-H, Park Y-H, Sim M, et al. 2019 Serum level of sex steroid hormone is associated with diversity and profiles of human gut microbiome. Res Microbiol 170 192–201. (10.1016/j.resmic.2019.03.003)30940469

[bib46] Shiraishi K & Matsuyama H 2018 Effects of medical comorbidity on male infertility and comorbidity treatment on spermatogenesis. Fertil Steril 110 1006–1011.e2. (10.1016/j.fertnstert.2018.07.002)30396536

[bib47] Silva EJR, Ribeiro CM, Mirim AFM, et al. 2018 Lipopolysaccharide and lipotheicoic acid differentially modulate epididymal cytokine and chemokine profiles and sperm parameters in experimental acute epididymitis. Sci Rep 8 103. (10.1038/s41598-017-17944-4)29311626 PMC5758752

[bib48] Soto R, Petersen C, Novis CL, et al. 2017 Microbiota promotes systemic T-cell survival through suppression of an apoptotic factor. Proc Natl Acad Sci U S A 114 5497–5502. (10.1073/pnas.1619336114)28487480 PMC5448176

[bib49] Soubry A 2018 POHaD: why we should study future fathers. Environ Epigenet 4 dvy007. (10.1093/eep/dvy007)29732171 PMC5920283

[bib50] Sztein JM, Farley JS & Mobraaten LE 2000 In vitro fertilization with cryopreserved inbred mouse Sperm1. Biol Reprod 63 1774–1780. (10.1095/biolreprod63.6.1774)11090448

[bib51] Ta LDH, Chan JCY, Yap GC, et al. 2020 A compromised developmental trajectory of the infant gut microbiome and metabolome in atopic eczema. Gut Microbes 12 1–22. (10.1080/19490976.2020.1801964)PMC755375033023370

[bib52] Tang WH, Kitai T & Hazen SL 2017 Gut microbiota in cardiovascular health and disease. Circ Res 120 1183–1196. (10.1161/circresaha.117.309715)28360349 PMC5390330

[bib53] Trigg NA, Skerrett-Byrne DA, Xavier MJ, et al. 2021 Acrylamide modulates the mouse epididymal proteome to drive alterations in the sperm small non-coding RNA profile and dysregulate embryo development. Cell Rep 37 109787. (10.1016/j.celrep.2021.109787)34610313

[bib54] Vijay A & Valdes AM 2022 Role of the gut microbiome in chronic diseases: a narrative review. Eur J Clin Nutr 76 489–501. (10.1038/s41430-021-00991-6)34584224 PMC8477631

[bib55] Voisin A, Saez F, Drevet JR, et al. 2019 The epididymal immune balance: a key to preserving male fertility. Asian J Androl 21 531–539. (10.4103/aja.aja_11_19)30924450 PMC6859654

[bib56] Wijayarathna R, Pasalic A, Nicolas N, et al. 2020 Region-specific immune responses to autoimmune epididymitis in the murine reproductive tract. Cell Tissue Res 381 351–360. (10.1007/s00441-020-03215-8)32383098

[bib57] Yukselen O, Turkyilmaz O, Ozturk AR, et al. 2020 DolphinNext: a distributed data processing platform for high throughput genomics. BMC Genom 21 310. (10.1186/s12864-020-6714-x)PMC716897732306927

[bib58] Zatecka E, Bohuslavova R, Valaskova E, et al. 2021 The transgenerational transmission of the paternal type 2 diabetes-induced subfertility phenotype. Front Endocrinol 12 763863. (10.3389/fendo.2021.763863)PMC860287734803926

[bib59] Zhang Y, Shen J, Cheng W, et al. 2023 Microbiota-mediated shaping of mouse spleen structure and immune function characterized by scRNA-seq and stereo-seq. J Genet Genomics 50 688–701. (10.1016/j.jgg.2023.04.012)37156441

How the deposited data were processed for this re-analysis (not part of the article)

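The samples are 62 libraries of polyadenylated RNA from testis, caput epididymis and cauda epididymis of adult male mice. Each library is 1 animal's tissue. The groups are SPF (3 testes, 4 caput, 4 cauda), GF (4, 6 and 6), GF × SPF F1 (3 caput, 3 cauda), Rag2−/− (2 caput, 3 cauda), recolonized GF (3 of each tissue) and a second set of SPF (5 of each tissue). GF cauda replicate 4, the swollen cauda, was left out of every comparison, as the authors did, and is described separately.

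The TPM values were made by the authors before deposition: the reads were aligned to mm10 and quantified with RSEM through Via Foundry, and TPM of 23845 genes were deposited. Their versions are not given in the sources used here. Each column of the table adds up to the same total within rounding, no 2 columns were identical, and the highest correlation of any pair was 0.995. TPM keep no read counts, so sequencing depth and the counting error of each value are not known here, and the spread between replicates is the only measure of precision. Genes above 0 TPM, given as lowest, median and highest of a group, numbered 17850, 18004 and 18062 in SPF testis, 16026, 17727.5 and 18167 in GF testis, 15802, 16510.0 and 16788 in SPF caput, 13747, 16832 and 17310.0 in GF caput, 15522, 16828.5 and 17331 in SPF cauda, and 15685, 17131.5 and 17487 in GF cauda. They numbered 15636, 15709 and 16032 in F1 caput, 16525, 16553 and 16586 in F1 cauda, 16966, 16986.5 and 17007 in Rag2−/− caput, and 13105, 16630.0 and 17110.0 in Rag2−/− cauda. In recolonized GF they numbered 18314, 18469 and 18704 in testis, 16544, 16873 and 16912 in caput, and 16850.0, 17213 and 17224 in cauda, and in the second SPF set 18543, 18646 and 18822, 16438, 16899 and 17280.0, and 17124, 17279 and 17742. Gene symbols were matched to RefSeq annotation of GRCm38.p6, which has the coordinates of mm10, for 22552 genes, and coordinates in the text are from it.

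Comparisons were planned before the data were examined: GF, F1 and Rag2−/− each against SPF of the same tissue. Recolonized GF against the second SPF set was added once the table was seen to hold both. Genes with a mean of at least 1 TPM over the libraries of a comparison were tested on log2(TPM + 1) with limma 3.58.1 in R 4.3.3 (moderated t test with Benjamini-Hochberg adjustment over all tested genes). A gene was called at an adjusted p of at most 0.05 and a fold of at least 1.5, the thresholds of the paper. The authors used DESeq2 on raw counts for their calls. Adjusted p values in the text are from limma unless another test is named, and standard errors are moderated. The difference of the GF effect between cauda and caput was tested as an interaction in 1 limma fit of both regions. The median log2 fold change over all genes was -0.10 in GF testis, 0.11 in F1 caput, 0.28 in F1 cauda and -0.16 in recolonized testis, and within 0.1 of 0 elsewhere. Whether such a shift is one of scale or of many small changes was not tested.

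Gene lists, 36 with 557 members of which 538 are in the table, were written from general knowledge and from genes the paper shows. Of these, 4 members are held under an older symbol. Lists with at least 4 tested members were tested against all other genes with limma's camera at a preset correlation of 0.01 between genes, and again with an estimated correlation. Scores are means of log2(TPM + 1) over a list and were compared by exact two-sided permutation of group labels. Members were also tested with p adjusted over the list alone. The genes named in the text follow a rule: in each comparison the 10 largest rises and the 10 largest falls among called genes with separated groups. To these were added genes that the paper's text or Figs 4C, 4F, 5A, 5D, 6A, 6B and 6D name, whose direction was known beforehand, and up to 4 called members of a list that passed or that checks a label. A few genes outside the rule, among them Nnt in GF caput, were named after their values were seen.

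Fold changes of GF and of F1 or Rag2−/− mice share SPF libraries. Correlations between them were therefore set beside 100 simulations of unchanged groups (25 for shared calls) and beside all 6 splits of the 4 SPF libraries into pairs, 1 for each group. After the data were seen, the same pair for both groups was added, as fewer libraries alone lower the number of calls. A self-test drew values from the real means and spreads of each comparison and gave 100 genes a 2-fold and 100 others a 4-fold change. The changed genes were drawn from those at about 5 TPM or more in the control group, and noise was drawn for each gene on its own. Recovery among all tested genes may therefore differ. In GF caput limma recovered 98 and 100 of them with 3 false calls, in GF cauda 68 and 94 with 6, in GF testis 88 and 96 with 9, in F1 cauda 50 and 86 with 13, and in Rag2−/− cauda 46 and 83 with 6. Libraries of each comparison were also regrouped in every way, or in 100 ways where there were more, to see how many genes chance groups call. Rag2−/− caput, with 2 libraries, was not regrouped. Random draws used seed 1.

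Other settings were a pseudocount of 0.1, no filter or a mean of 5 TPM, median-of-ratios scaling, 1 fit of all groups of a tissue, array weights, libraries of the same replicate number treated as paired, no fold threshold, the swollen GF cauda included, and each library left out in turn. The second SPF set in place of the first and the mesothelial gene list were chosen after the data were seen. Figures were drawn with matplotlib 3.10.9 and numpy 2.4.6 in Python 3.11.15. Ingenuity Pathway Analysis, ImmuCellAI, histology and sperm counts were not analysed here. The paper's supplementary tables were at hand only in part, and the log ratios of Table S2 carry the opposite sign to its figures.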

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

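The tests of the GF genes and of the sperm transcripts were written after those results were seen, as were the count of each gene once and the list of mesothelial genes, while the regrouping of libraries and the handling test were set before.

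Of genes called in GF and tested in recolonized GF mice, which carry microbiota, 4 of 41 in caput and 12 of 16 in cauda passed again in the same direction: over these 57 values the median was 0.738 of the GF change, and over the 53 genes, each counted once, 0.726 (95% interval 0.530 to 0.791), with 34 genes at 0.5 or more and 9 below 0.25. The interval was made by redrawing genes, which share the same few animals, so it leaves out the spread between animals. A median under 0.25 was the mark for absence of microbiota as the cause. At 0.738 that is unlikely to be the whole cause for these called genes. A genotype of the GF colony that differs from the SPF mice may account for much of their change. The macrophage score did not follow them. It was higher by 1.235 in the GF cauda (p = 0.166 after adjustment of the exact permutation test). In recolonized GF cauda it differed from the second SPF set by 0.013 (exact two-sided permutation test, p = 0.946). Called genes also lie together: 15 of 50 had another within 1 Mb, such as Erdr1 and Mid1, or Eln and Wbscr25, where random draws gave a median of 4 and reached 15 in 0.06% of 10000 draws (without the Hoxa cluster, left out after the data were seen, 12 of 47, reached in 0.610%), though clusters regulated together do so under any cause. In testis 29 of 45 values (64.4%) had the same sign, and 77.8% once testis was centred on its median of all genes (63.4% and 75.6% with each gene counted once), which lie on different sides of the mark set and leave an effect of genotype in every tissue open. Inherited effects, a different microbiota after recolonization, the separate colony of the recolonized mice and the separate SPF set were not tested and stay open.

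Spermatid and sperm transcripts were higher in the GF cauda than in SPF by 2.06 in score (exact two-sided permutation test, p = 0.00794, the smallest p allowed, and 0.131 after adjustment over 32 scores). Against the second SPF set the GF cauda differed by 0.35 (exact permutation p = 0.222), and the second set exceeded the first by 1.71 (p = 0.0318). Low sperm RNA in the first SPF cauda libraries, as in replicate 4 at 1.20, may account for part of the rise, given the exact permutation p = 0.222 across the sets, but cannot act on Phospho1, Klhl10, Tssk6 and Fank1 in recolonized GF cauda, which passed against the second set (adjusted p = 0.00893, 0.0389, 0.0182 and 0.0194). A larger share of sperm RNA stays open: protamine and transition protein genes did not part from the other members in GF (exact permutation p = 0.603), but did in recolonized GF (-1.04, exact permutation p = 0.0179) and in GF against the second set (-0.88, exact permutation p = 0.00794).

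Genes higher in the F1 cauda included 5 of 12 mesothelial genes, and the mesothelial score exceeded SPF by 2.07 (exact two-sided permutation test, p = 0.0286, the smallest p allowed). The list was written after these calls were seen and the 7 members scored include those 5, so the higher score is not independent support. Mesothelium carried along with the tissue may account for some of them. Over the other cauda libraries 17 called genes outside the list followed that score at a median correlation of 0.356. This is above 0.175, which 95% of random gene sets stayed below, but below 0.5. A library outside F1 reached F1 levels: replicate 5 of the second SPF cauda had a score of 2.91 and Upk3b at 15.9 TPM. F1 replicate 3 had 2.77 and 12.4 TPM. Handling of the tissue stays open. Over the cauda libraries other than F1, 21 called genes outside the immediate-early list followed its score at a median correlation of 0.0471. That test leaves out the F1 libraries, so a handling difference of the F1 group would not show in it. The immediate-early score itself was higher in F1 by 1.46 (exact two-sided permutation test, p = 0.0286). Its lowest F1 value was 6.51 and its highest SPF value 5.96.

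Regrouping the libraries of a comparison at random asks whether chance groups call as many genes. The real groups alone did so in GF testis (1 of 35 splits, 6 genes, highest other split 1), GF caput (1 of 100, 41 genes, highest other 2), F1 caput (1 of 35, 328 genes, highest other 295) and F1 cauda (1 of 35, 24 genes, highest other 2). The same held for recolonized testis (1 of 56, 183 genes, highest other 130.0), recolonized caput (1 of 56, 22 genes, highest other 3) and recolonized cauda (1 of 56, 41 genes, highest other 5). In GF cauda 3 of 100 splits, the real one among them, called at least 18 genes, 1 of them 318. For the interaction 2 of 100, the real one among them, called at least 11, 1 of them 257. Chance groups rarely reached these counts, but chance is not excluded for either, as another split called more genes. The interaction splits also take caput and cauda libraries as independent. The samples hold other structure. Nor is chance excluded in the Rag2−/− cauda, where 2 of 35 splits called at least 16 genes and 1 of them 101.

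Single libraries stood apart from their group in 8 of 57 groups of values tested by Dixon's test, where chance passes about 1 in 20. GF testis replicate 4 and GF caput replicate 6 had mean correlations of 0.983 and 0.982 with their groups. Erdr1 was at 0.18 in SPF caput replicate 2 and at 0.16 in SPF cauda replicate 2 on the scale of log2(TPM + 1). Entpd4 was at 6.79 in SPF cauda replicate 4 and at 6.94 in GF cauda replicate 4 on that scale. The M2 score was 4.96 in GF cauda replicate 4 and 1.22 in replicate 5 of the second SPF caput.

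With the regions taken as independent, the GF effect differed between cauda and caput for 11 genes. By score it differed by -1.56 for 4 neutrophil genes (exact two-sided permutation p = 7.56e-05, adjusted p = 0.00121 over 16 lists), by 2.01 for spermatid and sperm transcripts (p = 0.0181, adjusted p = 0.145) and by 2.29 for lipid-laden phagocytes (p = 0.0434, adjusted p = 0.170). Labels were permuted within each region, so these p values are set against no GF effect in either region, not against an equal effect in both. Upk3b rose by 3.94 in the F1 cauda, Defb23 changed by -5.32 in the Rag2−/− cauda and AA467197 rose by 6.83 in the recolonized cauda, genes that the paper does not discuss.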

How the results depend on the processing

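The use of the second SPF set as control, of GF against that set in the correlations, every value of the recolonized mice, the last block, and for shared genes the same 2 SPF libraries, the fit of all groups and array weights were chosen after the data were seen, and the other settings before.

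Most counts move with the analysis. Of 402 values under other settings 131 stayed within 1.5-fold or kept their verdict, 253 moved, 15 lost their significance at 0.05 and 3 changed sign. Of 2120 values of named genes 1449 kept their call, 609 lost it, 62 gained one and 0 changed sign. Of 82 values of gene lists 13 stayed called and 69 did not, as no list kept an adjusted p of at most 0.05 with an estimated correlation. With 2 to 6 libraries per group, single animals set the number of genes that pass. Many named genes were chosen as called genes with separated groups, whose sign can hardly change. Their kept signs therefore do not show how steady fold changes are in general. All counts are of genes higher and then lower.

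Leaving out 1 library gave these ranges: GF testis 1–3 and 0–2, GF caput 5–33 and 3–41, GF cauda 2–274 and 0–32, F1 caput 14–615 and 3–89, and F1 cauda 2–12 and 0–2. For the other comparisons they were Rag2−/− caput 3–10 and 1–13, Rag2−/− cauda 1–40 and 1–71, recolonized testis 6–29 and 11–760, recolonized caput 6–17 and 0–9, and recolonized cauda 7–23 and 0–10.

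A pseudocount of 0.1 gave GF testis 0 and 0, GF caput 14 and 11, F1 caput 146 and 33, F1 cauda 0 and 0, and Rag2−/− caput 5 and 7. It also gave Rag2−/− cauda 1 and 1. Without the filter on mean TPM the counts were GF testis 2 and 1, GF caput 12 and 9, GF cauda 9 and 3, F1 cauda 7 and 1, and Rag2−/− caput 7 and 8. They were also Rag2−/− cauda 4 and 4, recolonized testis 16 and 97, and recolonized caput 13 and 3. A filter at a mean of 5 TPM gave GF testis 6 and 7, Rag2−/− cauda 13 and 15, and recolonized cauda 32 and 26.

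Median-of-ratios scaling gave GF testis 5 and 2, GF cauda 22 and 8, F1 caput 142 and 168, Rag2−/− caput 7 and 23, and Rag2−/− cauda 16 and 14. It left recolonized testis 22 and 22, and recolonized cauda 39 and 20. Fitting all groups of a tissue together gave GF testis 9 and 17, GF caput 28 and 34, GF cauda 347 and 38, F1 caput 386 and 115, and F1 cauda 1269 and 76. That fit gave Rag2−/− caput 10 and 12, Rag2−/− cauda 147 and 92, recolonized caput 24 and 19, and recolonized cauda 29 and 10. Array weights gave GF testis 5 and 6, GF caput 57 and 50, GF cauda 232 and 60, F1 caput 469 and 109, and F1 cauda 1344 and 108. They gave Rag2−/− cauda 134 and 267, recolonized testis 79 and 792, recolonized caput 34 and 36, and recolonized cauda 81 and 105.

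A replicate block, in which libraries of the same number were treated as paired, gave GF testis 0 and 0, GF cauda 216 and 49, F1 caput 0 and 0, F1 cauda 0 and 0, and Rag2−/− caput 36 and 27. The block gave Rag2−/− cauda 17 and 11, recolonized testis 1 and 0, recolonized caput 4 and 0, and recolonized cauda 5 and 0. Nothing in the sources used here says that replicate numbers pair the animals, and deviations of libraries of the same number correlated at -0.542 to 0.262. As a hint from the data, 4 of 5 GF caput libraries and 1 of 4 SPF caput libraries correlated best with the cauda library of their number, at 0.129 at most in GF.

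The second SPF set in place of the first gave GF caput 168 and 3075, GF cauda 1171 and 1985, F1 caput 248 and 1844, F1 cauda 1782 and 178, and Rag2−/− caput 105 and 1088. It gave Rag2−/− cauda 130 and 1187. Without the fold threshold the counts that moved were F1 caput 543 and 138, and recolonized testis 31 and 452. With GF4 included the cauda counts were 13 and 2.

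The macrophage score difference in cauda ranged over 0.995–1.57 in GF and 0.745–0.961 in F1 when 1 library was left out. With GF4 it was 1.68. The correlation of GF and F1 fold changes was 0.269 in caput and 0.254 in cauda with SPF libraries split, and -0.0294 and 0.0509 with GF against the second SPF set. For GF and Rag2−/− these were 0.0231 and 0.278 with SPF libraries split, and -0.334 and -0.141 with the second set, the caput of F1 and both regions of Rag2−/− changing sign. With the second set the GF changes also hold the difference between the 2 SPF sets. A pseudocount of 0.1 gave 0.249 in the Rag2−/− caput. Without spermatid and sperm transcripts the Rag2−/− cauda correlation was 0.319, and with GF4 0.332.

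Shared genes of GF and F1 caput numbered 8 with a pseudocount of 0.1 and 0 with SPF libraries split. Those of GF and Rag2−/− caput numbered 3 and 2, and of cauda 1 and 1, with 8 at a mean of 5 TPM. With the same 2 SPF libraries for both groups the medians were 0 in F1 caput, 0.5 in F1 cauda, and 2 and 3.5 in Rag2−/−. All groups of the tissue in 1 fit gave 31 and 134 shared genes with F1, and 3 and 92 with Rag2−/−. Array weights gave 34 and 103, and 10 and 80. Genes whose GF effect differs between regions numbered 1 with a pseudocount of 0.1, 6 without the filter, 7 at a mean of 5 TPM and 1 with libraries of the same number treated as paired. With caput and cauda libraries of the same group and number taken as 1 animal, a replicate block chosen after the data were seen, 2 genes passed, at a correlation of -0.108 between such libraries.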

Differences from the paper's values

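Which settings come within 1.5-fold of the paper's counts was looked up after the counts were seen. Values read from figures are marked about.

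For GF against SPF testis the paper gives 16 genes higher and 6 lower, against 3 and 3 here. None of 15 settings came within 1.5-fold of 16, and a mean of at least 5 TPM (7) and array weights (6) did so for the lower genes. In caput the paper gives 49 higher and 43 lower, against 20 and 21. Array weights (57) and leaving out GF replicate 6 (33) came within 1.5-fold of 49. All groups of the tissue in one fit (34), array weights (50), leaving out GF replicate 5 (41) or 6 (34), and no fold threshold (29) came within 1.5-fold of 43. In cauda the paper gives 290 higher and 117 lower, against 15 and 3. All groups of the tissue in one fit (347), array weights (232), a replicate block (216) and leaving out GF replicate 5 (274) came within 1.5-fold of 290, and none of 18 settings came within 1.5-fold of 117.

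In the F1 caput the paper gives 240 genes lower, against 70 here, and only median-of-ratios scaling (168) came within 1.5-fold. In the F1 cauda the paper gives 277 higher and 380 lower, against 22 and 2, and no setting came within 1.5-fold of either. The paper counts more changed genes in the F1 cauda than in the F1 caput, and here there were 24 in cauda and 328 in caput. This order depends on the setting. All groups of the tissue in one fit gave 1345 in cauda and 501 in caput, and array weights 1452 and 578, the order of the paper. A pseudocount of 0.1 gave 0 and 179. In the self-test 50 of 100 genes shifted 2-fold were recovered in F1 cauda and 85 in F1 caput. In the Rag2−/− caput Fig. 6A shows about 140 genes higher and about 140 lower, against 6 and 13, with none of 14 settings chosen before the data were seen within 1.5-fold. The second SPF set as control, chosen after, gave 105 higher, within 1.5-fold, and 1088 lower. In the Rag2−/− cauda Fig. 6B shows about 65 higher and about 51 lower, against 6 and 10, where leaving out SPF replicate 2 (71) came within 1.5-fold of the lower ones and none of the higher.

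Of the higher genes of the F1 caput the paper gives 7% as also changed in GF, against 3.28% here, and none of 4 settings came within 1.5-fold. For the lower genes it gives 9.5%, and the value here, 11.6%, lies within 1.5-fold. Of genes changed in the GF cauda the paper gives 15.2% of the increased and 34.7% of the decreased as altered in F1, against 0% and 0% here. These were 36.3% and 21.1% with all groups of the tissue in 1 fit, and 44.3% and 23.3% with array weights, both tried after the data were seen, of which only 23.3% came within 1.5-fold. The other 3 settings gave 0%. Of genes changed in Rag2−/− mice the paper gives 6.8% in caput and 38.8% in cauda as shared with GF, against 31.6% and 25.0%. No setting came within 1.5-fold of 6.8%, and a mean of at least 5 TPM (29.6%), a pseudocount of 0.1 (50.0%) and all groups in 1 fit (38.5%) did so for 38.8%. For genes called in either generation Fig. 5C shows a squared correlation of about 0.45 in cauda, against 0.281 here with none of 3 settings within 1.5-fold.

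Several genes that the paper reports as changed did not pass here. Csf1r (adjusted p = 0.203), Cybb (0.219), Fgr (0.231), Igsf6 (0.292), C1qb (0.199), Cd74 (0.307), Itgam (0.175) and Tyrobp (0.169) are among them in the GF cauda, all with a positive sign, from limma. So are Erdr1 in GF testis (0.334) and Entpd4 in the Rag2−/− cauda (0.0582). It reports M2 macrophages of F1 moving in the direction of the GF cauda, where the M2 score differed here by -0.14 in GF and 0.25 in F1.

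The paper's calls came from DESeq2 on raw counts, which models variance and filters genes differently from limma on log2(TPM + 1). DESeq2 was not run here, so the share of the differences due to it is not known. Counts of calls at 2 to 6 libraries a group are sensitive to the settings of limma and to single libraries, as the range from 2 to 347 genes higher in the GF cauda over settings without the second SPF set shows, and with the second SPF set in their place there were 1171.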

Other observations

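The first comparisons of this part, on recolonized mice, and the choice of Nnt were made after the data were seen.

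Recolonized GF mice also differed from the second SPF set in genes that were not called in GF mice. By the paper's methods they came from another laboratory, while the SPF mice derived from purchased C57BL/6 mice. A difference of colony therefore cannot be told apart from recolonization, here or in the recolonized testis below. AA467197 (Nmes1), a small mitochondrial protein gene (chromosome 2, 122637887 to 122641076), rose in recolonized cauda from 2.32 ± 1.01 TPM (SD, n = 5) to 368 ± 72.0 TPM (SD, n = 3), a log2 fold change of 6.83 (standard error 0.25, adjusted p = 2.80e-06) from limma, and in recolonized caput (log2 fold change 5.89, standard error 0.34, adjusted p = 1.21e-04). Map4k5, a kinase gene of the stress-activated cascade, rose in caput (log2 fold change 2.50, standard error 0.15, adjusted p = 1.21e-04) and cauda (log2 fold change 2.22, standard error 0.15, adjusted p = 3.57e-04), and Tmem52, a membrane protein gene, rose in caput (log2 fold change 2.24, standard error 0.25, adjusted p = 0.0187) and cauda (log2 fold change 2.87, standard error 0.22, adjusted p = 6.78e-04). Car14, a carbonic anhydrase gene, rose in cauda (log2 fold change 2.57, standard error 0.30, adjusted p = 0.00915). In caput 15 genes were higher and 7 lower of 12561, and in cauda 25 and 16 of 12683, with 506 and 517, and 701 and 1287, at an unadjusted p < 0.05. Tmem52 in caput was lost without replicate 5 of the second SPF set (adjusted p = 0.0537) and Car14 without recolonized replicate 1 or 2 (adjusted p = 0.0761 and 0.0552).

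In recolonized testis, 5 of 11 genes of Leydig cells, which make testosterone, passed as lower. Cyp11a1, the side-chain cleavage enzyme that starts steroid synthesis, fell (log2 fold change -0.65, standard error 0.10, adjusted p = 0.0279), Cyp17a1, the 17-hydroxylase, (log2 fold change -0.67, standard error 0.11, adjusted p = 0.0338), and the dehydrogenases Hsd3b1 and Hsd3b6 (log2 fold change -0.99, standard error 0.21, adjusted p = 0.0437) and (log2 fold change -0.81, standard error 0.16, adjusted p = 0.0372). All 11 Leydig genes tested had a negative sign with a median of -0.65, 5 lower and 6 when adjusted over the list alone (camera adjusted p = 0.00463, and adjusted p = 0.409 with an estimated correlation). Kif13b, a kinesin gene, fell (log2 fold change -1.33, standard error 0.08, adjusted p = 1.34e-04) and stood without any 1 library. limma called 18 genes higher and 165 lower of 14264, with 376 and 3986 at an unadjusted p < 0.05, and 22 and 22 with median-of-ratios scaling. Each of the 4 calls stood in only 2 or 3 of 8 removals of 1 library, and all 4 were lost with median-of-ratios scaling (highest adjusted p = 0.106, for Hsd3b6). Without recolonized replicate 3 the calls of Cyp11a1, Cyp17a1 and Hsd3b1 were lost (adjusted p = 0.108, 0.0965 and 0.161), and that of Hsd3b6 without recolonized replicate 2 (0.105). Leaving out recolonized replicate 1 gave 760.0 lower genes.

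Entpd4 in F1 mice, which have a GF father and an SPF mother, averaged near the midpoint of the GF and SPF groups. In caput F1 averaged 243 TPM, where SPF averaged 102 TPM, GF 372 TPM and their midpoint was 237 TPM. In cauda F1 averaged 214 TPM against a midpoint of 221 TPM. Erdr1 in F1 was 9.90% of its GF mean in caput and 11.0% in cauda. Nnt, a mitochondrial transhydrogenase gene known to differ between C57BL/6 substrains (chromosome 13, 119335527 to 119409257), fell in GF caput (log2 fold change -0.81, adjusted p = 0.0262) and in recolonized caput (log2 fold change -0.84, standard error 0.10, adjusted p = 0.0191), from limma. The GF call of Nnt stood in only 3 of 10 removals of 1 library (highest adjusted p = 0.104, without SPF replicate 1) and the recolonized call in 4 of 8 (highest adjusted p = 0.0630, without replicate 2 of the second set).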
